# *Gdf15* expression in thermogenic adipocytes regulates diet-induced weight gain in a sex-dependent manner

**DOI:** 10.1186/s10020-026-01505-5

**Published:** 2026-05-18

**Authors:** Jayashree Jena, Ayushi Sood, Joshua Peterson, Luis Miguel García-Peña, Eric T. Weatherford, Pritesh Patel, Shelly Roitershtein, David A. Smith, Vamsi Challa, Randy J. Seeley, Renata O. Pereira

**Keywords:** GDF15, Obesity, Brown adipose tissue, Sex dimorphism

## Abstract

**Background:**

Growth differentiation factor 15 (GDF15) is a stress-induced cytokine known to bind to its endogenous receptor GDNF-family α-like (GFRAL) in the hindbrain, thereby modulating energy homeostasis. In response to prolonged high-fat diet (HFD) feeding, *Gdf15* expression is induced in various tissues, including liver and brown adipose tissue (BAT), leading to increased GDF15 serum levels. Although the liver is the primary source of circulating GDF15 during diet-induced obesity (DIO), other tissues are also required. We investigated whether BAT contributes to GDF15 circulating levels and if GDF15 induction in BAT regulates systemic metabolism during DIO.

**Methods:**

We generated mice with selective *Gdf15* deletion in thermogenic adipocytes (KO) and subjected them to 12 weeks of HFD feeding to determine the role of BAT-derived GDF15 on systemic metabolic homeostasis in both male and female mice.

**Results:**

Unexpectedely, despite no changes in GDF15 serum levels in mice fed *ad-libitum* regardless of sex or genotype, female KO mice were resistant to DIO, had increased energy expenditure and improved mitochondrial fatty acid oxidation in BAT, which was prevented by ovariectomy. Conversely, male KO mice had increased body weight and adiposity upon HFD feeding, along with reduced respiratory capacity in BAT mitchondria, and increased markers of fibro-inflammation.

**Conclusions:**

Together, our data reveal GDF15 induction in BAT is required to regulate weight gain in mice in a sex-dependent manner. Our results also suggest female sex hormones contribute to increase energy expenditure in female KO mice promoting leanness. Our study underscore the importance of rigorously addressing sex differences in GDF15 biology and pharmacology and suggests GDF15 might exert effects on energy balance and adiposity that are independent of signaling through GFRAL.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s10020-026-01505-5.

## Introduction

Obesity and its associated comorbidities, such as type 2 diabetes mellitus (T2DM) and cardiovascular diseases (CVD), represent major public health issue in the United States and globally (Lyall et al. 2017; Fabbrini et al. 2010). Accumulating evidence indicates that brown adipose tissue (BAT) plays a central role in systemic metabloic homeostasis in rodents and in humans (Carpentier et al. 2023; Cypess et al. 2025). Recent studies in human subjects demonstrate a strong association between increased BAT activity with reduced prevalence of cardiometabolic diseases and healthier metabolic phenotypes in obese subjects (Becher et al. 2021; Herz et al. 2021). BAT activation not only increases thermogenesis but can also lead to secretion of signaling molecules, including peptides or batokines, that may act in autocrine, paracrine, and endocrine manners to improve systemic metabolic homeostasis (Cypess et al. 2025; Yang and Stanford 2022).

Growth differentiation factor 15 (GDF15) is a distant member of the transforming growth factor-β (TGFβ) superfamily that circulates as a ~ 25 kDa homodimer. Pre-clinical studies administering recombinant GDF15 in rodents and non-human primates revealed that GDF15 promotes anorectic effects and increases energy expenditure (Mullican et al. 2017; Wang et al. 2023; Benichou et al. 2023; Breit et al. 2023), thereby promoting weight loss via its central receptor, the glial-derived neurotrophic factor receptor α family-like specific receptor (GFRAL) (Baek and Eling 2019; Yang et al. 2017; Breit et al. 2021). Moreover, GDF15 serum levels are elevated in humans and rodents with obesity (Patel et al. 2019), and recent studies suggest that liver is the primary organ contributing to this rise in male mice (Xie et al. 2022; Patel et al. 2022). Importantly, we recently showed that, in the context of mitochondrial stress, GDF15 can be secreted as a batokine, contributing to resistance to diet-induced obesity (DIO) and glucose intolerance (Pereira et al. 2021; Jena et al. 2023). However, whether BAT contriubutes to GDF15 circulating levels during DIO, mediating changes in systemic metabolic homeostasis accross sexes had not been tested.

We generated mice selectively lacking GDF15 in thermogenic adipocytes (GDF15 BKO) to test the hypothesis that BAT-derived GDF15 is required to regulate metabolic homeostasis during DIO in mice. Our data indicate that *Gdf15* expression in thermogenic adipocytes is required to regulate diet-induced weight gain and adiposity in mice in a sex-dimorphic manner. While GDF15 BKO male mice are susceptible, female mice are resistant to DIO via mechanisms dependent on sex hormones. Importantly, these metabolic changes occur independently of alterations in GDF15 serum levels, suggesting GDF15-mediated local effects in BAT likely contribute to maintain energy balance in obesogenic coditions. Together, our studies highlight the importance of rigorously addressing sex differences in GDF15 biology and pharmachology, and warrants further investigation into possible GFRAL-independent effects driving GDF15-mediated changes in body weight regulation.

## Research design and methods

### Mouse model

Experiments were performed in male and female mice on the C57BL6/J background. *Gdf15*^fl/fl^ mice were generated as previously described (Jena et al. 2023). To generate mice lacking *Gdf15* selectively in thermogenic adipocytes (GDF15 BKO), *Gdf15*^fl/fl^ mice were crossed with transgenic mice expressing Cre recombinase under the control of the *Ucp1* promoter (Tg (Ucp1-cre)1Evdr), acquired from the Jackson Laboratories (#024670). WT controls harbored the *Gdf15* floxed alleles in homozygosis but lacked the *Ucp1* Cre. Mice were weaned at 3 weeks of age and were kept on standard chow (2920X Harlan Teklad, Indianapolis, IN). For DIO studies, six-week-old mice were fed HFD (60% kcal from fat, Research Diets, New Brunswick, NJ, USA, D12492) for 12 weeks. After 11 weeks of HFD-feeding, mice were singly housed in the Promethion System (Sable Systems International, Las Vegas, NV) at 30 °C to measure changes in resting metabolic rates, food intake, and locomotor activity. Unless otherwise specified, animals were housed at 22 °C with a 12-h light/dark cycle, free access to water, and standard chow or special diets. All animal experiments included in this study followed NIH animal research protocols and were approved by the University of Iowa IACUC (protocol #3032294).

### Ovariectomy surgeries

To determine the effects of sex hormones on the phenotype observed in female GDF15 BKO mice, ovariectomy surgeries were performed in 4- to 5-week-old WT and GDF15 BKO female mice. Additional details about the ovariectomy surgeries can be found in the supplementary file.

### Glucose and insulin tolerance tests, nuclear magnetic resonance, and serum analysis

Glucose tolerance tests (GTT) were performed after a 4-h fast for baseline studies and 6-h fast for HFD studies, and mice were administered glucose intraperitoneally (1 g/kg body weight), as described (Pereira et al. 2021). Insulin tolerance tests (ITT) were performed after a 2-h fast by injecting insulin intraperitoneally (0.75 U/kg body weight; Humulin, Eli Lilly, Indianapolis, IN). Plasma insulin was measured after 6-h fast using a commercially available kit according to the manufacturer’s directions (Ultra-Sensitive Mouse Insulin ELISA Kit, Chrystal Chem, Downers Grove, IL). Serum GDF15 (R&D Systems, Minneapolis, MN) was measured using kits available commercially according to the manufacturer’s directions. Whole-body composition was measured by nuclear magnetic resonance in the Bruker Minispec NF‐50 instrument (Bruker, Billerica, MA).

### Analysis of triglyceride levels

Hepatic triglyceride levels were measured using the EnzyChrom Triglyceride Assay Kit according to the manufacturer’s directions (BioAssay Systems, Hayward, CA), as previously described (Pereira et al. 2021).

### RNA extraction and quantitative RT-PCR

Total RNA was extracted from tissues using TRIzol reagent (Invitrogen, Waltham, MA) and purified with the RNeasy kit (QIAGEN Inc, Germantown, MD), as previously described (Pereira et al. 2021). Details about RT-PCR conditions and primer sequences can be found in the supplementary file.

### RNA Sequencing in BAT

Bulk RNA sequencing was performed in BAT of GDF15 BKO mice fed HFD for 12 weeks by the Iowa Institute of Human Genetics, Genomics Division, at the University of Iowa. Samples were quantified using the Trinean DropSense 16 (Pleasanton, CA) and quality assessed with the Agilent BioAnalyzer at the Iowa Institute of Human Genetics, Genomics Core. RNA-seq data have been deposited to the GEO database (accession number GSE296580). Additional details about RNA sequencing can be found in the supplementary file.

### Metabolomics

Whole BAT tissue was disrupted using bead mill homogenization in 18:1 (µl:mg wet tissue weight) ice-cold 2:2:1 methanol/acetonitrile/water extraction buffer and derivatized samples were analyzed by GC–MS. Heatmaps and enrichment analyses were performed using MetaboAnalyst 5.0. Details about sample prepration and GC–MS analysis are detailed in the supplementary file.

### Mitochondrial isolation and respirometry

Mitochondrial fraction was isolated from BAT and mitochondrial oxygen consumption rates were assessed using the Oroboros O_2_K Oxygraph system (Oroboros Instruments, Innsbruck, Austria), as previously described (Pereira et al. 2021; Jena et al. 2023). Details about mitochondrial isolation and functional assessment can be found in the supplementary file.

### Histology

Fragments of BAT were embedded in paraffin, portioned into 5‐μm‐thick sections, and stained with hematoxylin–eosin (Fisher, Pittsburgh, PA). Light microscopy was performed using a Nikon Eclipse Ti-S microscope (Nikon, Melville, NY).

### Western blot analysis

Immunoblotting analysis was carried out in BAT and iWAT, as previously described (Pereira et al. 2021). Protein extraction, immunoblot assay, and antibodies used in the present study are detailed in the supplementary file.

### Data analysis

All data are reported as mean ± SEM, unless otherwise noted. To establish statistical differences, Student’s t-test was performed for comparison of two groups, and One-Way or Two-Way ANOVA along with Tukey’s multiple-comparison test was employed when more than three groups were compared. For datasets where “n” was between 3–4, we performed the non-parametric Mann–Whitney test. A p ≤ 0.05 probability value was considered significantly different. GraphPad Prism Software was used to perform statistical calculations. CalR software (Mina et al. 2018) was used to analyze indirect calorimetry data collected in the Promethion system, including ANCOVA analysis for the regression plots.

## Results

### GDF15 expression in BAT is regulated in response to high-fat diet feeding

GDF15 levels have been shown to increase in BAT after prolonged HFD feeding in male mice (Patel et al. 2019). First, we sought to confirm *Gdf15* upregulation in BAT in our model of DIO in both male and female mice. We measured *Gdf15* mRNA levels in WT mice fed either a control diet (10% calories from fat) or a HFD (60% calories from fat) for 12 weeks. *Gdf15* mRNA levels were significantly increased in BAT of both male and female mice (Fig. 1A). Similarly, GDF15 serum levels were also increased in male and female mice (Fig. 1B). Interestingly, although DIO induced GDF15 levels in both sexes, the response was attenuated in female mice (Fig. 1A and B).

**Fig. 1:**
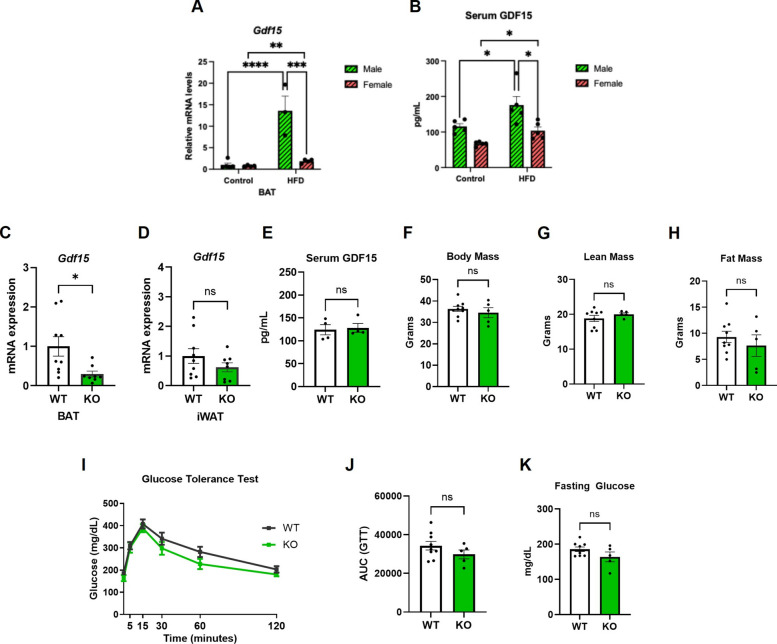
*Gdf15* expression in BAT is regulated in response to prolonged high-fat feeding. **A-B** GDF15 levels in 18-week-old male and female mice fed either control (10% fat content) or high-fat diet (HFD; 60% fat content) for 12 weeks. **A** Relative *Gdf15* mRNA levels in BAT of male (WT *n* = 6, KO *n* = 3) and female (WT *n* = 4, KO *n* = 4) mice normalized to *Tbp.* **B** Serum GDF15 levels in male (WT *n* = 5, KO *n* = 5) and female (WT *n* = 5, KO *n* = 5) mice. **C-K** Data collected under baseline conditions on 18-week-old in GDF15 BKO (KO) male mice and their WT littermate controls fed regular chow diet. **C** Relative *Gdf15* mRNA levels in BAT of male mice normalized to *Tbp* (WT *n* = 9, KO *n* = 8). **D** Relative *Gdf15* mRNA levels in iWAT of male mice normalized to *Tbp* (WT *n* = 9, KO *n* = 8). **E** Serum GDF15 in male mice (WT *n* = 5, KO *n* = 4). **F** Body mass. **G** Total lean mass. **H** Total fat mass. **I** Glucose tolerance test (GTT). **J** Area under the curve quantification for the GTT. **K** Fasting glucose level (WT *n* = 9, KO *n* = 5). Data are expressed as means ± SEM. Significant differences were determined by Two-Way ANOVA, Student’s *t*‐test or Mann–Whitney test, using a significance level of *p* ≤ 0.05. *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001; ****p ≤ 0.0001

To test the hypothesis that GDF15 induction in BAT during DIO contributes to regulate weight gain and metabolic homeostasis, we generated mice lacking the *Gdf15* gene conditionally in *Ucp1*-expressing/thermogenic adipocytes (GDF15 BKO mice). *Gdf15* mRNA (Fig. 1C) and protein (Supplemetary Fig. 1A and B) levels were significantly reduced in BAT of male GDF15 BKO mice, but were unchanged in other tissues, including inguinal white adipose tissue (iWAT; Fig. 1D). Of note, reduced *Gdf15* mRNA levels in BAT of GDF15 BKO mice are due to downregulation specifically in mature brown adipocytes (Supplementary Fig. 1 C) and not in the stromal vascular fraction (SVF) (Supplementary Fig. 1 B) in mice fed regular chow. GDF15 serum levels were unchanged between WT littermate control mice and GDF15 BKO mice (Fig. 1E).

### Body composition and glucose homeostasis are unchanged in GDF15 BKO male mice fed regular chow

We previously demonstrated that *Gdf15* deletion in BAT did not affect body weight, body composition, or glucose homeostasis in 6-week-old male GDF15 BKO mice fed regular chow (Jena et al. 2023). Here, we confirmed these results in 6- and 20-week-old male mice. Body mass (Fig. 1F and Supplementary Fig. 1E), total lean mass (Fig. 1G and Supplementary Fig. 1 F), and total fat mass (Fig. 1H and Supplementary Fig. 1G) were unchanged between genotypes, regardless of age. Likewise, glucose homeostasis, as measured by glucose tolerance tests (GTT; Fig. 1I and J and Supplementary Fig. 1H and I) and fasting glucose levels (Fig. 1K and Supplementary Fig. 1 J and K), were unaffected by *Gdf15* deletion in thermogenic adipocytes irrespective of age.

### GDF15 BKO male mice are susceptible to DIO

*Gdf15* global knockout mice have been reported to have an exacerbated response to DIO, at least in part, due to increases in food intake (Patel et al. 2022; Tran et al. 2018). Here, we hypothesized that BAT-derived GDF15 contributes to GDF15 circulating levels and is required to regulate energy homeostasis during DIO. To test this hypothesis, we fed 6-week-old male GDF15 BKO mice HFD for a total of 12 weeks. Male KO mice gained significantly more weight relative to their WT littermate controls as shown in the weekly body weight curve (Fig. 2A) and their final body weights (Fig. 2B). Total fat mass (Fig. 2C) was significantly higher in KO male mice relative to their WT controls, while total lean mass was unchanged between genotypes (Fig. 2D). Noteworthy, although *Gdf15* mRNA levels were significantly reduced in BAT of KO mice (Supplementary Fig. 2 A), GDF15 serum levels in mice with *ad libitum* access to HFD (Fig. 2E) or after a 4-h fast (Supplementary Fig. 2B) were unchanged between genotypes. *Gdf15* mRNA levels were unchanged in iWAT (Supplementary Fig. 2 C), but were significantly increased in the liver of male KO mice relative to WT mice (Supplementary Fig. 2D), likely contributing to maintain normal GDF15 serum levels and compensating for lack of GDF15 in BAT.

**Fig. 2:**
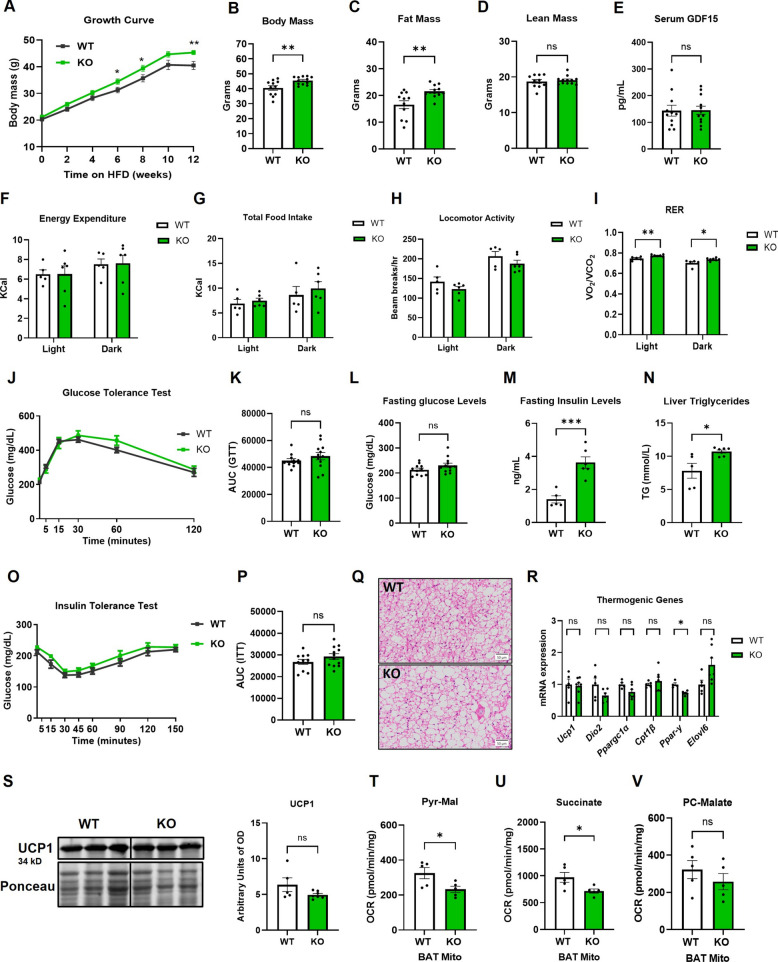
GDF15 BKO male mice are susceptible to diet induced obesity (DIO) and insulin resistance. Data was collected in 18-week-old male GDF15 BKO (KO) and WT littermate controls fed high-fat diet for 12 weeks. **A** Body weight curve during DIO protocol. **B** Body mass. **C** Total fat mass. **D** Total lean mass (WT *n* = 11, KO *n* = 12). **E** GDF15 serum levels. **F**-**I** Indirect calorimetry data represented as the average for light and dark cycles during the last 48 h of data recording. **F** Energy expenditure. **G** Total food intake. **H** Locomotor activity. **I** Respiratory exchange ratio (RER) (WT n = 5, KO *n* = 5). **J** Glucose tolerance test (GTT). **K** Area under the curve quantification for the GTT. **L** Fasting glucose levels (WT *n* = 11, KO *n* = 12). **M** Fasting insulin levels (WT *n* = 5, KO *n* = 7). **N** Liver triglycerides levels (WT *n* = 5, KO *n* = 7). **O** Insulin tolerance test (ITT). **P** Area under the curve quantification for the ITT (WT *n* = 11, KO *n* = 12). **Q** Representative images of hematoxylin and eosine-stained histological sections of BAT (WT *n* = 3, KO *n* = 3). Scale bar = 50 µm. **R** Relative mRNA expression of thermogenic genes in BAT normalized to *Tbp* (WT *n* = 5, KO *n* = 7). **S** Representative immunoblots and respective densitometric quantification for UCP1 in BAT normalized to Ponceau (WT *n* = 5, KO *n* = 7). OD: optical density. (T-V) Oxygen consumption rates in mitochondria isolated from BAT. **T** Pyruvate/malate (Pyr-Mal)-supported state 2 respirations. **U** Succinate-supported state 2 respirations. **V** Palmitoyl-carnitine (PC)/malate-supported state 2 respirations (WT *n* = 5, KO *n* = 5). Data are expressed as means ± SEM. Significant differences were determined by Student’s *t*‐test, using a significance level of *p* ≤ 0.05. *P ≤ 0.05; **p ≤ 0.01

To gain insight into the mechanisms contributing to these changes in weight gain, we placed a subset of WT and KO male mice fed HFD in metabolic chambers. Energy expenditure (Fig. 2F and Supplementary Fig. 2E), total food intake (Fig. 2G), and locomotor activity (Fig. 2H) were unchanged between genotypes, while respiratory exchange ratio (RER) was significantly increased in KO males during both the light and dark cycles (Fig. 2I). While KO males have increased body weight relative to WT mice, glucose homeostasis, as demonstrated by GTT (Fig. 2J and K) and fasting glucose levels (Fig. 2L) were similar between genotypes. Fasting insulin levels (Fig. 2M) and liver triglyceride levels were significantly elevated in KO mice, indicating exacerbated hepatic steatosis (Fig. 2N). Surprisingly, despite changes in fasting insulin levels, we detected no significant differences in insulin tolerance tests (ITT) between genotypes (Fig. 2O and P), indicating insulin sensitivity is largely preserved.

Morphologically, brown adipocytes in male KO mice had enlarged unilocular lipid droplets, suggesting exacerbated lipid accumulation relative to WT mice (Fig. 2Q), however, most thermogenic genes in BAT were unchanged between genotypes, except for a modest reduction in *Pparγ* levels (Fig. 2R). Likewise, we detected no changes in the expression of various fatty acid oxidation (FAO) genes (Supplementary Fig. 2 F) or in other genes involved in lipid metabolism (Supplementary Fig. 2G), except for a small reduction in *Gpat* mRNA levels in BAT. Moreover, UCP1 protein levels (Fig. 2S) as well as protein levels of enzymes involved in lipolysis and de novo lipogenesis (Supplementary Fig. 2H and I) were unchanged between WT and male KO mice.

Mitochondria play a critical role in regulating BAT function, thereby contributing to whole body metabolism (Pereira et al. 2021; Wikstrom et al. 2014; Pisani et al. 2018). Therefore, to assess mitochondrial function, we performed high resolution respirometry in mitochondria isolated from BAT. Mitochondria oxygen consumption rates were significantly reduced in pyruvate/malate (Fig. 2T) and succinate-supported state 2 respirations (Fig. 2U) in KO male mice, whereas palmitoyl-carnitine/malate-supported respirations were not significantly changed between genotypes (Fig. 2V). Nonetheless, immunoblotting for oxidative phosphorylation (OXPHOS) complexes showed similar levels of complexes I, II, III and V in whole BAT protein lysates between WT and KO male mice (Supplementary Fig. 2 J and K), suggesting no reduction in overall mitochondrial mass between genotypes.

Metabolic changes in BAT may be accompanied by induction of iWAT browning in mice (Pereira et al. 2021; Wikstrom et al. 2014; Pisani et al. 2018), however, markers of browning, such as UCP1 and PGC-1α protein levels were unchanged in iWAT of KO mice relative to their WT littermate controls (Supplementary Fig. 2L and M). Although *Ucp1* levels were transcriptionally induced, *Ppargc1α* and *Cpt1β* were reduced in iWAT of KO mice (Supplementary Fig. 2 N). Finally, expression of FAO genes was unchanged between genotypes in iWAT (Supplementary Fig. 2O), indicating that iWAT browning is likely unaffected in male mice when *Gdf15* is deleted in BAT. Together, our data suggest that *Gdf15* deletion in BAT of male mice results in increased weight gain and adiposity, and reduced mitochondrial respiratory capacity without major changes in lipid metabolic pathways or in GDF15 circulating levels.

### Global transcriptomic analysis in BAT reveals increased markers of fibro-inflammation in GDF15 BKO male mice fed HFD

To gain further insight into local molecular changes potentially contributing to BAT dysfunction in male GDF15 BKO mice, we performed bulk RNA sequencing (RNASeq) in BAT collected from WT and GDF15 BKO mice after 12 weeks of high-fat feeding. 

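BAT of 4 male WT and 4 male GDF15 BKO (KO) mice, 18 weeks old and fed HFD for 12 weeks, was sequenced. The authors assigned the reads to transcripts with kallisto and deposited the abundance of each transcript in TPM, in which a transcript's reads are divided by its length and each library is scaled to a sum of 1000000. TPM keeps no record of the number of reads, so the depth behind each value is unknown and no counting interval can be given. The values cover 16 libraries, 8 of them male. The paper's text does not name the transcript annotation behind them. Without their version numbers, 135051 of the transcript identifiers were found in GENCODE mouse release 21, and 2387 were not. The TPM of the matched transcripts were summed into 49066 genes, which are given by symbol, identifier and chromosome without coordinates. In the male libraries, 58140 to 65365 transcripts had a TPM above 0, and transcripts of the mitochondrial genome took 43.9 to 59.8% of the TPM. KO and WT were compared with limma on log2(TPM + 0.5) over the 12176 genes with a mean TPM of at least 1, with Benjamini-Hochberg adjustment. On this scale a fold change understates the change of a gene with a low TPM. The median log2 fold change of all genes tested was 0.16, and rescaling the libraries by median-of-ratios factors moved it to 0.00. The library names start with a number whose meaning is not stated: 5, 5, 9 and 9 for the WT mice and 10, 9, 9 and 9 for the KO mice.

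*Gdf15* (ENSMUSG00000038508, chromosome 8) had a TPM of 1.6 ± 1.55 (SD, n = 4) in male WT mice and 0.175 ± 0.103 (SD, n = 4) in male KO mice. Its mean over all male libraries was below the minimum mean TPM of 1, so it was not among the genes tested with limma. Its log2 fold change was -1.38, and every KO mouse was below every WT mouse (exact two-sided permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow). The WT mice ranged from 0.368 to 3.81 TPM. With a pseudocount of 0.1 in place of 0.5, the log2 fold change was -2.26, and without male WT replicate 4 it was -0.94. *Ddx3y* on chromosome Y had 9.82 ± 1.6 TPM (SD, n = 4) in male WT and 10.2 ± 1.23 TPM (SD, n = 4) in male KO mice, whereas *Xist*, which is transcribed from the inactive X chromosome, stayed at or under 0.00892 TPM in every male library.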

Ingenuity Pathway Analysis revealed that pathways involved in collagen biosynthesis, fibrosis, and extracellular matrix (ECM) remodeling were amongst the top canonical pathways predicted to be induced in GDF15 deficient mice (Fig. 3A). Likewise, pathways related to neutrophil degranulation and inflammation were also upregulated in BAT of GDF15 BKO mice (Fig. 3A). 

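The gene content of the IPA pathways was not used here, and lists of genes for the pathways named in the paper were tested in their place. Of 44 collagen genes, 22 were expressed above the TPM minimum in the male libraries. A mouse's set score is the mean log2(TPM + 0.5) over these genes, on TPM as deposited. The collagen score was 2.69 ± 0.35 (SD, n = 4) in male WT and 3.38 ± 0.09 (SD, n = 4) in male KO mice. The mean log2 fold change of the set was 0.69, which is 0.53 above the median of all genes, and 21 of the 22 genes were higher in KO mice (19 under median-of-ratios scaling). For 45 of 53 listed genes of ECM structure and remodeling, the score was 2.95 ± 0.28 (SD, n = 4) in WT and 3.48 ± 0.08 (SD, n = 4) in KO mice. The mean log2 fold change was 0.53, or 0.37 above the median of all genes, with 43 of 45 genes higher (41 under that scaling). For both sets, the score of every KO mouse was above that of every WT mouse (exact two-sided permutation test, p = 0.0286). The camera test, which compares a set with all other genes under a preset correlation of 0.01 between genes, gave an adjusted p of 3.95e-08 for collagens and 1.16e-08 for ECM genes over 20 tests of 10 sets in both sexes. Neither set passed under fry (adjusted p = 0.0673 for each set), nor under camera with an estimated correlation (adjusted p = 0.633 for each). The fry test is a rotation test that keeps the correlation between genes. It asks whether the set itself differs between the genotypes, not whether it differs from other genes. Of the alternatives, no TPM minimum moved the collagen set most, to 0.37, and leaving out male WT replicate 1 gave 0.55. Among the libraries with prefix 9, which hold 2 WT and 3 KO mice, the difference was 0.64 for collagens and 0.51 for ECM genes. The libraries with prefix 5 or 10 hold mice of 1 genotype only. The study's heatmap was chosen on these libraries and contains 5 of the 22 collagen genes and 4 of the 45 ECM genes.

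**Figure D1:**
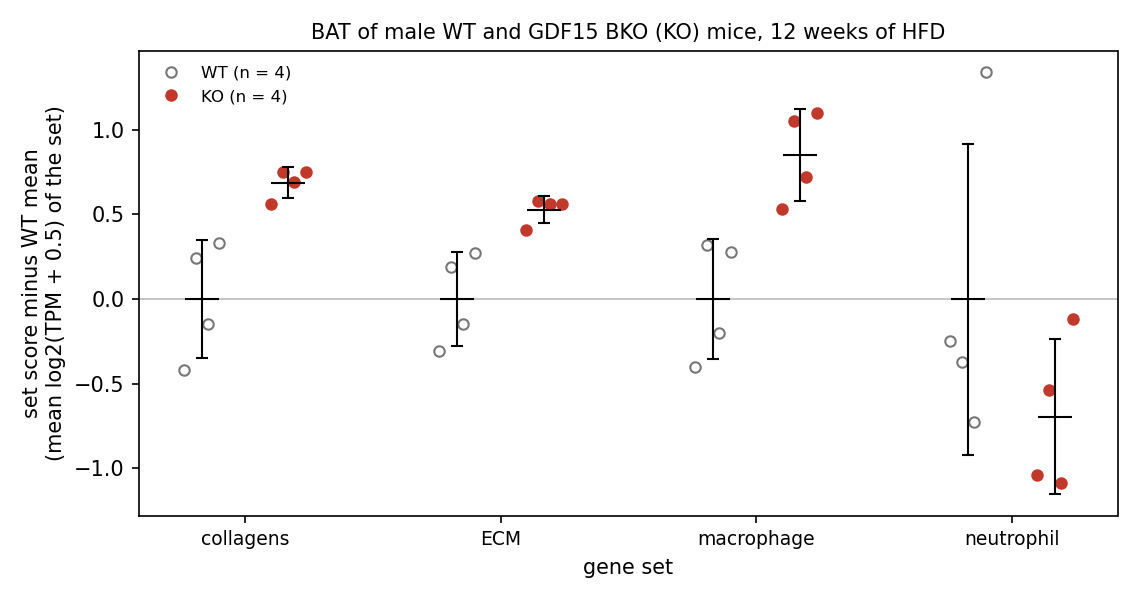
Set scores of each male mouse, as the mean log2(TPM + 0.5) of the set minus the mean of the WT mice, for WT (open) and KO (filled) mice with the mean and SD as black marks. KO mice averaged 0.69 above WT mice for collagens, 0.53 for ECM genes and 0.85 for macrophage genes, and -0.70 relative to WT mice for the neutrophil set, which is shown by only 2 genes.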

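Of 27 macrophage genes, 21 were expressed above the TPM minimum. Their score was 1.83 ± 0.36 (SD, n = 4) in male WT and 2.68 ± 0.27 (SD, n = 4) in male KO mice. The mean log2 fold change was 0.85, or 0.69 above the median of all genes, and 20 of the 21 genes were higher, or 19 under median-of-ratios scaling (camera adjusted p = 1.16e-08, fry adjusted p = 0.0673). The difference was larger than the spread between mice, as no KO score fell among the WT scores (exact two-sided permutation test, p = 0.0286). Within prefix 9 it was 0.92. Only 2 of 19 neutrophil genes were expressed above the minimum, and both were lower in KO mice. The neutrophil score was 1.50 ± 0.92 (SD, n = 4) in WT and 0.81 ± 0.46 (SD, n = 4) in KO mice, a mean log2 fold change of -0.70 (camera adjusted p = 0.00702). The scores of the groups overlapped (exact two-sided permutation test, p = 0.2), and fry gave an adjusted p of 0.341. A single library decides this value: without male WT replicate 4, the mean log2 fold change was 0.02. With all 19 genes and no TPM minimum, it was -0.10.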

Heatmap of the top 50 differentially expressed genes in WT vs. GDF15 BKO showed upregulation of genes encoding for various collagens (Supplementary Fig. 3 A). 

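Of the 12176 genes tested in males, 1 passed an adjusted p of 0.05, and 2280 had an unadjusted p under 0.05, where 609 are expected by chance. Of these 2280, 2150 were higher in KO mice and 130 lower. After median-of-ratios scaling 1010 were higher and 899 lower, and 7 genes passed the adjusted threshold. The gene that passed, *Mfap5* (ENSMUSG00000030116, chromosome 6), encodes a microfibril protein. It had 2.51 ± 0.304 TPM (SD, n = 4) in WT and 8.74 ± 1.59 TPM (SD, n = 4) in KO mice, a log2 fold change of 1.61 (standard error 0.14, adjusted p = 0.0197). Leaving out single mice gave log2 fold changes of 1.54 to 1.72, but in 6 of these 8 fits *Mfap5* no longer passed (highest adjusted p 0.142), nor did it with no TPM minimum (adjusted p = 0.0693) or with the replicate number as a block (adjusted p = 0.0574).

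Of the 50 genes in the heatmap, 49 were found and 45 were above the TPM minimum. All 45 changed in the direction shown in the heatmap, with log2 fold changes of 0.61 to 2.38 for the 35 higher genes and of -0.83 to -0.40 for the 10 lower ones. All 45 passed when p was adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. Over all genes tested, 1 of the 45 passed. With the variance estimated from all 16 libraries of both sexes, 27 passed. *Col1a1* (ENSMUSG00000001506, chromosome 11) had 7.28 ± 2.55 TPM (SD, n = 4) in WT and 17.9 ± 0.876 TPM (SD, n = 4) in KO mice, with a log2 fold change of 1.30 (standard error 0.22, adjusted p = 0.123). For *Col1a2* (ENSMUSG00000029661, chromosome 6), 12.1 ± 3.47 TPM (SD, n = 4) rose to 24.3 ± 1.75 TPM (SD, n = 4), a log2 fold change of 1.01 (standard error 0.19, adjusted p = 0.135). The log2 fold change was 0.95 for *Col6a1*, 0.98 for *Col6a2* and 1.24 for *Col14a1*. For these 5 collagens every KO mouse was above every WT mouse. Apart from *Mfap5*, the genes with the smallest p among those that rose were *Vmn2r-ps54* (log2 fold change 3.09), *Elmod2* (0.96), *Retnla* (1.37) and *Lrrc25* (2.38), and among those that fell, *Nr2c2* (-0.83), *Zfp966* (-0.66), *Pdpr* (-0.76), *Slc4a4* (-0.69) and *AC116841.1* (-1.24).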

Genes involved in ECM remodeling, such as *Timp2* and *Fn1*, were also induced in BAT of KO mice relative to WT controls (Supplementary Fig. 3 A). 

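*Timp2* (ENSMUSG00000017466, chromosome 11), which encodes an inhibitor of matrix metalloproteinases, had 5.46 ± 1.44 TPM (SD, n = 4) in male WT and 10.8 ± 0.76 TPM (SD, n = 4) in male KO mice. Its log2 fold change was 0.95 (standard error 0.16, adjusted p = 0.123). *Fn1* (ENSMUSG00000026193, chromosome 1), which encodes fibronectin, had 3.75 ± 1.19 TPM (SD, n = 4) in WT and 9.86 ± 1.79 TPM (SD, n = 4) in KO mice, with a log2 fold change of 1.31 (standard error 0.23, adjusted p = 0.123). Both genes separated all KO mice from all WT mice (exact two-sided permutation test, p = 0.0286 each), but neither passed the adjusted threshold over all genes.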

Induction of *Col1a1*, *Col1a2,* and *Timp2* was confirmed by qPCR in BAT of GDF15 BKO mice (Supplementary Fig. 3B). Furthermore, *Ccl6*, a chemokine involved in macrophage recruitment and *Cd68*, a macrophage marker, were also upregulated in KO mice, suggesting increased recruitment of inflammatory cells to BAT (Supplementary Fig. 3 A). 

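*Ccl6* (ENSMUSG00000018927, chromosome 11) had 2.42 ± 0.885 TPM (SD, n = 4) in male WT and 8.21 ± 2.92 TPM (SD, n = 4) in male KO mice, a log2 fold change of 1.57 (standard error 0.31, adjusted p = 0.142). For *Cd68* (ENSMUSG00000018774, chromosome 11), the values were 3.49 ± 1.24 TPM (SD, n = 4) and 8.52 ± 2.61 TPM (SD, n = 4), a log2 fold change of 1.19 (standard error 0.27, adjusted p = 0.16). Every KO mouse had more of each transcript than every WT mouse (exact two-sided permutation test, p = 0.0286 each), but neither gene passed the adjusted threshold.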

Additional macrophage markers, namely, *F4/80* and *Mcp1,* were found to be induced in BAT of KO male mice when measured by qPCR (Supplementary Fig. 3 C). Together, our data suggest that deletion of *Gdf15* in BAT exacerbates diet-induced fibro-inflammation in male mice.

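A list of 15 expressed fibroblast genes, 3 of which are also on another list and 4 in the heatmap, scored 2.95 ± 0.25 (SD, n = 4) in male WT and 3.51 ± 0.08 (SD, n = 4) in male KO mice (exact two-sided permutation test, p = 0.0286). The score of 17 brown adipocyte genes differed by less than the spread between mice, with 6.16 ± 0.13 (SD, n = 4) in WT and 6.11 ± 0.11 (SD, n = 4) in KO mice (exact two-sided permutation test, p = 0.514). Relative to all genes the list was lower (camera adjusted p = 0.000972), with a mean log2 fold change of -0.05 as deposited. After median-of-ratios scaling it was -0.22, with 13 of the 17 genes lower. Under fry, which tests the list itself and not its place among all genes, the adjusted p was 0.83. *Ucp1* had 3670 ± 590 TPM (SD, n = 4) in WT and 3750 ± 101 TPM (SD, n = 4) in KO mice. From the induced pathways of collagen, ECM and inflammation, the heatmap genes and the qPCR of fibrosis and macrophage markers, the paper proposes that loss of *Gdf15* in BAT worsens the fibro-inflammation that the diet induces in males.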

**Fig. 3:**
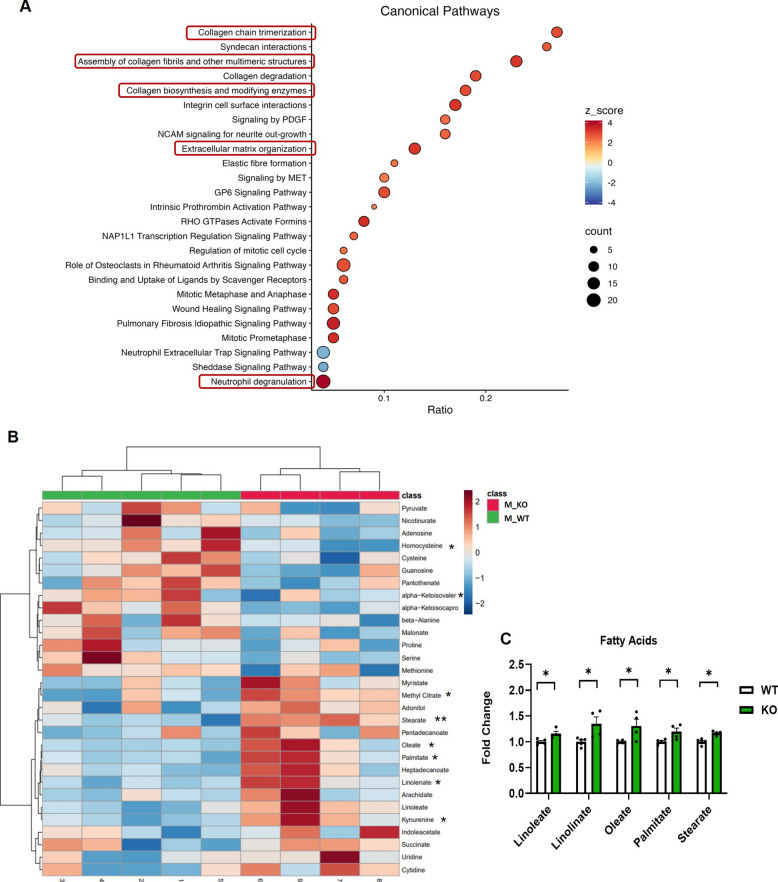
Global transcriptomic and metabolomic analysis in BAT of GDF15 BKO male mice fed HFD. Data was collected in 18-week-old male GDF15 BKO (KO) and WT littermate controls fed high-fat diet for 12 weeks. **A** Bubble plot showing the top 25 canonical pathways from the Ingenuity Pathway Analysis (IPA) database containing genes with a significant overlap (adjusted *p*-value ≤ 0.05) to those differentially expressed in GDF15 BKO mice. Size of the bubble indicates the -log of the adjusted *p*-value (Benjamini–Hochberg) from the pathway analysis. Plotted on the x-axis is the ratio of differentially expressed genes relative to the number of genes in the pathway. Bubble color indicates z-score, which indicates the predicted activation (positive) or inhibition (negative) of the pathway based on the directionality of gene changes GDF15 BKO relative to WT mice. Noteworthy, pathways predicted to be upregulated are highlighted in red. **B** Heatmap of the top 30 differentially enriched metabolites in male KO BAT (WT *n* = 5, KO *n* = 4). **C** Bar graph depicting fold change of various fatty acids in GDF15 BKO male versus WT mice (WT *n* = 5, KO *n* = 4). Data are expressed as means ± SEM. Significant differences were determined by Student’s *t*‐test or Mann–Whitney test, using a significance level of *p* ≤ 0.05. *P ≤ 0.05; **p ≤ 0.01

### Metabolomic analysis shows increased accumulation of fatty acids in BAT of GDF15 BKO male mice fed HFD

To assess global metabolite changes, we conducted GC–MS analysis in BAT samples from WT and GDF15 BKO mice after 12 weeks of HFD feeding. Enrichment analysis of the top 25 metabolite sets identified in our study highlights changes in lipid metabolism processes, including fatty acid biosynthesis and beta oxidation (Supplementary Fig. 3D). Indeed, heatmap of the top 30 differentially enriched metabolites shows increased accumulation of various fatty acids in male KO BAT, including, oleate, stearate, and palmitate (Fig. 3B). This is also highlighted in Fig. 3C, depicting fold change versus WT mice for various fatty acids. Additional changes identified in our analysis include significant reductions in homocysteine and α-Ketoisovalerate (KIV), which are byproducts of amino acid metabolism, and may affect mitochondria and brown adipocyte function (Verkerke et al. 2024).

### Body composition and glucose homeostasis are unchanged in GDF15 BKO female mice fed regular chow diet

In parallel with our studies in male GDF15 BKO mice, we also performed studies in females. Female GDF15 BKO mice had significantly reduced *Gdf15* mRNA levels in BAT (Fig. 4A), but not in iWAT (Fig. 4B), brain (Supplementary Fig. 4 A), kidney (Supplementary Fig. 4B) or liver (Supplementary Fig. 4 C), confirming tissue specific deletion. Interestingly, GDF15 serum levels were slightly reduced in female GDF15 BKO mice relative to littermate controls (Fig. 4C). As shown in male mice, body weight (Fig. 4D and Supplementary Fig. 4D), total lean mass (Fig. 4E and Supplementary Fig. 4E) and total fat mass (Fig. 4F and Supplementary Fig. 4 F) were unchanged between genotypes irrespective of age in chow-fed female mice (6 or 20 weeks). Likewise, glucose homeostasis, as measured by GTT (Fig. 4G and H and Supplementary Fig. 4G and H) and fasting glucose levels (Fig. 4I and Supplementary Fig. 4I) were unaffected by *Gdf15* deletion in thermogenic adipocytes of female mice regardless of age.

**Fig. 4:**
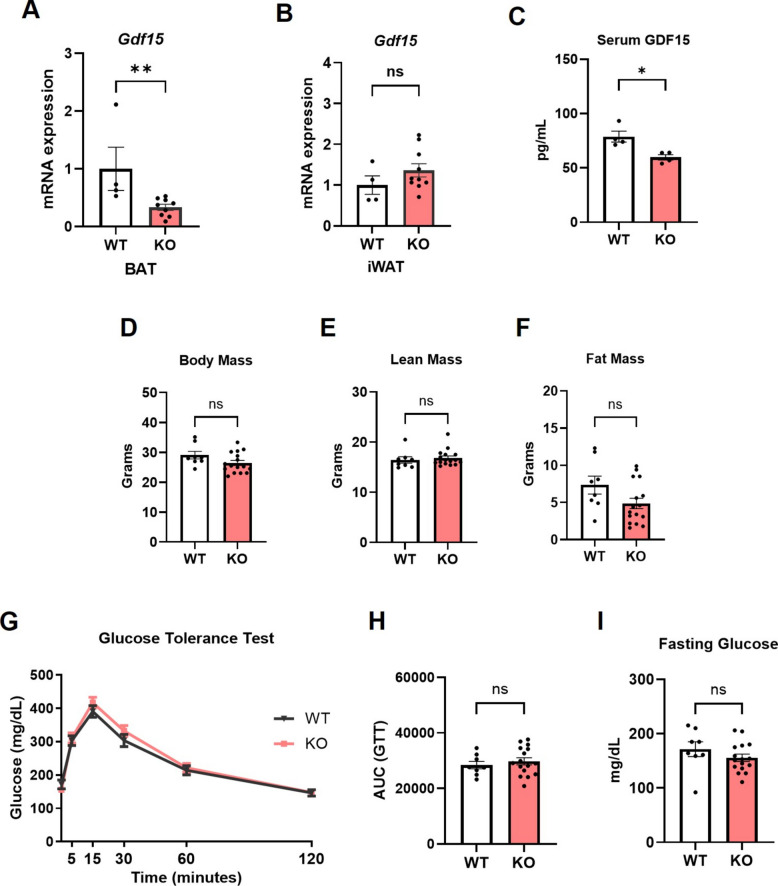
Body composition and glucose homeostasis in GDF15 BKO female mice fed regular chow diet. Data collected under baseline conditions on 18-week-old GDF15 BKO (KO) female mice and their WT littermate controls fed regular chow diet. **A** Relative *Gdf15* mRNA levels in BAT of female mice normalized to *Tbp* (WT *n* = 4, KO *n* = 9). **B** Relative *Gdf15* mRNA levels in iWAT of female mice normalized to *Tbp* (WT *n* = 4, KO *n* = 9). **C** Serum GDF15 in female mice (WT *n* = 4, KO *n* = 4). **D-I** Metabolic data in females (WT *n* = 8, KO *n* = 16). **D** Body mass. **E** Total lean mass. **F** Total fat mass. **G** Glucose tolerance test (GTT). **H** Area under the curve quantification for the GTT. **I** Fasting glucose level (WT *n* = 8, KO *n* = 16). Data are expressed as means ± SEM. Significant differences were determined by Student’s *t*‐test or Mann–Whitney test, using a significance level of *p* ≤ 0.05. *p ≤ 0.05

### GDF15 BKO female mice are resistant to DIO

Surprisingly, in contrast to male GDF15 BKO mice, female GDF15 BKO mice had reduced body weight relative to their WT controls. After two weeks of HFD feeding, we observed that KO female mice had lower body weight, which persisted throughout the DIO protocol (Fig. 5A). Final body mass (Fig. 5B) and total fat mass (Fig. 5C) were also significantly lower in KO female mice relative to their WT controls, while total lean mass was unchanged between genotypes (Fig. 5D). As observed in males, despite reduced *Gdf15* mRNA levels in BAT (Supplementary Fig. 5 A), GDF15 serum levels in *ad libitum*-fed mice were unchanged between genotypes after 12 weeks of HFD (Fig. 5E). Interestingly, unlike males, KO females had a significant reduction in GDF15 serum levels after a 4-h fast (Supplementary Fig. 5B). *Gdf15* mRNA levels were unchanged in iWAT (Supplementary Fig. 5 C) and in the liver (Supplementary Fig. 5D) of female KO mice relative to their WT controls. Reduced body weight was associated with higher energy expenditure during the dark cycle (Fig. 5F and Supplementary Fig. 5E). Conversely, food intake (Fig. 5G), locomor activity (Fig. 5H) and respiratory exchange ratio (Fig. 5I) remained unchanged between genotypes. Glucose homeostasis was slightly improved in GDF15 KO females, as shown by the lower area under the curve (AUC) for the GTT (Fig. 5 J and K), although fasting glucose levels were unchanged between genotypes (Fig. 5L). Fasting insulin levels were reduced in KO females (Fig. 5M), while liver triglyceride levels (Fig. 5N) and ITT (Fig. 5O and P) were similar between KO female mice and their WT littermate controls. Histologically, BAT morphology in KO females showed smaller adipocytes with multilocular lipid droplets, suggesting reduced lipid accumulation (Fig. 5Q) relative to WT mice. Molecularly, expression of thermogenic genes (Fig. 5R) and UCP1 protein levels (Fig. 5S) remained unchanged between genotypes. Furthermore, we found no differences in genes involved in FAO (Supplementary Fig. 5 F) or other lipid metabolism processes (Supplementary Fig. 5G). Protein levels of enzymes involved in lipolysis and de novo lipogenesis were also unchanged in BAT between WT and KO female mice (Supplementary Fig. 5H and I). Unlike males, mitochondrial oxygen consumption rates were unchanged in pyruvate/malate supported state 2 respirations (Fig. 5T), whereas succinate- (Fig. 5U) and palmitoyl-carnitine/malate-supported (Fig. 5V) respirations were significantly elevated in female KO mice. OXPHOS protein levels in BAT were unchanged between genotypes, except for complex III, which was slightly increased in female KO mice, relative to WT littermate controls (Supplementary Fig. 5 J and K).

**Fig. 5:**
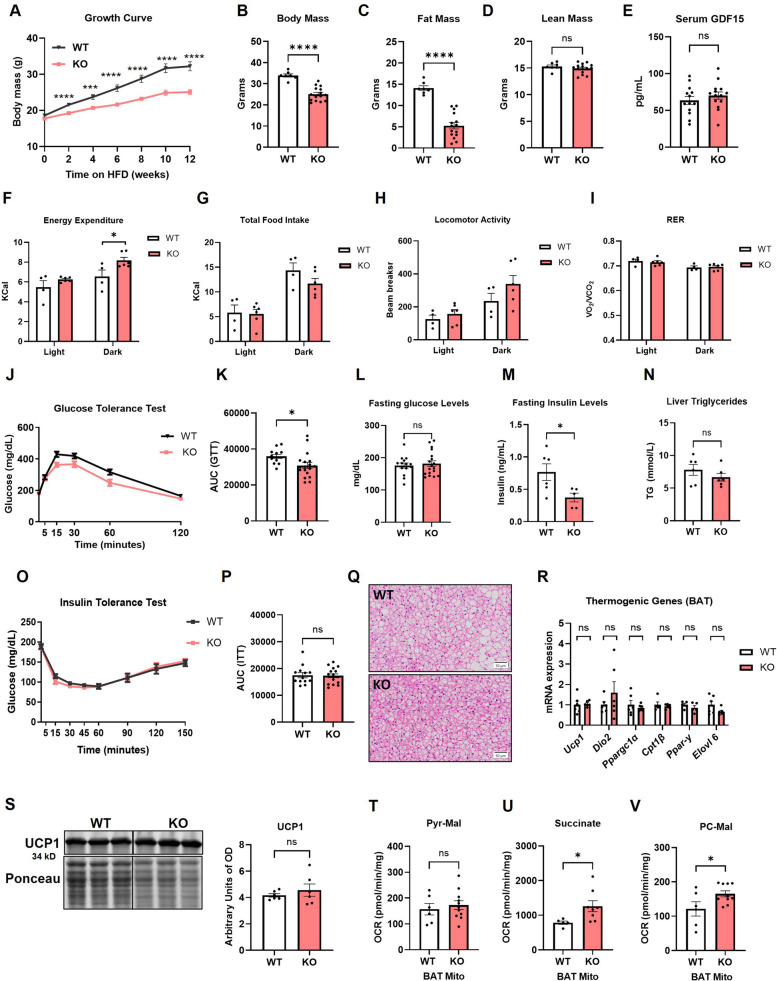
GDF15 BKO female mice are resistant to DIO and insulin resistance. Data was collected in 18-week-old female GDF15 BKO (KO) and WT littermate controls fed high-fat diet for 12 weeks. **A** Body weight curve during DIO protocol (WT *n* = 13, KO *n* = 15). **B** Body mass. **C** Total fat mass. **D** Total lean mass (WT *n* = 7, KO *n* = 13). **E** GDF15 serum levels (WT *n* = 13, KO n = 14). **F-I** Indirect calorimetry data represented as the average for light and dark cycles during last 48 h of data recording. **F** Energy expenditure. **G** Food intake. **H** Locomotor activity. **I** Respirartory exchange ratio (WT *n* = 4, KO *n* = 6). **J** Glucose tolerance test (GTT). **K** Area under the curve quantification for GTT. **L** Fasting glucose levels (WT *n* = 13, KO *n* = 18). **M** Fasting insulin levels (WT *n* = 6, KO *n* = 5). **N** Liver triglycerides levels (WT *n* = 6, KO *n* = 6). **O** Insulin tolerance test (ITT). **P** Area under the curve quantification for the ITT (WT *n* = 13, KO *n* = 17). **Q** Representative images of hematoxylin and eosine-stained histological sections of BAT (WT *n* = 3, KO *n* = 3). Scale bar = 50 µm. **R** Relative mRNA expression of thermogenic genes in BAT normalized to *Tbp* (WT *n* = 6, KO *n* = 6). **S** Representative immunoblots and quantification for UCP1 in BAT normalized to ponceau or beta-actin (B-actin) (WT *n* = 6, KO *n* = 6). OD-optical density. **T-V** Oxygen consumption rates in mitochondria isolated from BAT. **T** Pyruvate/malate (Pyr-Mal)-supported state 2 respirations. **U** Succinate-supported state 2 respirations. **V** Palmitoyl-carnitine (PC)/malate-supported state 2 respirations (WT *n* = 6, KO *n* = 11). Data are expressed as means ± SEM. Significant differences were determined by Student’s *t*‐test, using a significance level of *p* ≤ 0.05. *p ≤ 0.05; ***p ≤ 0.001; ****p ≤ 0.0001

To asses browning of iWAT, we measured UCP1 and PGC-1α protein levels (Supplementary Fig. 5L and M) and thermogenic gene expression (Supplementary Fig. 5 N), but did not detect any significant differences between genotypes. Similarly, mRNA levels of FAO genes (Supplementary Fig. 5O) were unchanged in iWAT between WT and KO female mice. Together, our data suggest *Gdf15* deletion in BAT attenuates DIO in female mice, likely by driving increases in energy expenditure.

### Genes encoding TCA cycle and pyruvate metabolism enzymes are inhibited, while genes supporting protein translation are induced in GDF15 BKO females

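BAT of 4 female WT and 4 female KO mice of the same age and diet as the males was sequenced, and the deposited TPM were treated in the same way. From 60047 to 65746 transcripts had a TPM above 0 in these libraries, and 12141 genes had a mean TPM of at least 1. Their median log2 fold change was 0.10. In female WT replicate 4 a single transcript took 16.5% of the TPM, which lowers the TPM of all others in that library. The library names start with 10, 8b, 8b and 8b for the WT mice and with 10, 5, 8b and 9 for the KO mice, so a difference between prefixes cannot be fully separated from genotype. *Gdf15* was lower than in males, with 0.208 ± 0.116 TPM (SD, n = 4) in female WT and 0.0198 ± 0.0397 TPM (SD, n = 4) in female KO mice, which is below the TPM minimum. Its log2 fold change was -0.43 (exact two-sided permutation test, p = 0.0571), and 3 of 4 KO libraries listed it at 0. *Xist* had 27.5 ± 2.86 TPM (SD, n = 4) in WT and 31.5 ± 5.25 TPM (SD, n = 4) in KO mice.

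All 18 listed TCA cycle genes were expressed, and 15 were lower in KO mice, or 17 under median-of-ratios scaling. The set score was 9.15 ± 0.22 (SD, n = 4) in WT and 8.92 ± 0.23 (SD, n = 4) in KO mice. The mean log2 fold change of -0.23, or -0.33 relative to the median of all genes, passed the camera test (adjusted p = 0.000167) but not the exact two-sided permutation test of the scores (p = 0.2). For pyruvate metabolism, 17 of 18 listed genes were expressed and 13 were lower, or 15 under that scaling. Their score was 6.97 ± 0.15 (SD, n = 4) in WT and 6.54 ± 0.23 (SD, n = 4) in KO mice, a mean log2 fold change of -0.44, or -0.54 relative to all genes (camera adjusted p = 5.08e-07). Each KO mouse was below each WT mouse (exact two-sided permutation test, p = 0.0286). Under fry the adjusted p was 0.364 for the TCA cycle and 0.134 for pyruvate metabolism, and camera with an estimated correlation gave 0.717 and 0.633, so neither call held there. Of the alternatives, leaving out female WT replicate 1 moved the TCA cycle set most toward 0, to -0.16. Within prefix 10, with 1 mouse of each genotype, the differences were -0.55 and -0.88, and within prefix 8b, with 3 WT mice and 1 KO mouse, -0.20 and -0.25. The 33 expressed genes of mitochondrial biogenesis had a mean log2 fold change of -0.02 (camera adjusted p = 0.117), with 20 higher and 13 lower. The 15 genes of mitochondrial protein degradation had -0.01 (camera adjusted p = 0.29), with 7 higher and 8 lower. Neither difference was larger than the spread between mice, with scores of 3.89 ± 0.20 (SD, n = 4) in WT and 3.86 ± 0.11 (SD, n = 4) in KO mice for biogenesis and 5.30 ± 0.21 (SD, n = 4) and 5.29 ± 0.08 (SD, n = 4) for protein degradation. Under median-of-ratios scaling, 22 of the 33 and 10 of the 15 genes were lower.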

Canonical pathway analysis on RNASeq data in BAT of female GDF15 BKO versus WT littermate control mice following HFD feeding revealed an overall downregulation of genes encoding for proteins involved in TCA cycle, pyruvate metabolism, mitochondrial biogenesis and mitochondrial protein degradation (Fig. 6A). Conversely, genes encoding for ribosomal proteins, ribosomal quality control and involved in translation processes were upregulated (Fig. 6A). 

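All 78 ribosomal protein genes were expressed, and all 78 had a higher mean log2 value in female KO than in female WT mice, also under median-of-ratios scaling. Their score was 7.15 ± 0.38 (SD, n = 4) in WT and 7.75 ± 0.33 (SD, n = 4) in KO mice, a mean log2 fold change of 0.59, or 0.49 above the median of all genes (camera adjusted p = 8.97e-16). On TPM as deposited, the scores of the groups overlapped: 3 of 4 KO mice were above every WT mouse (exact two-sided permutation test, p = 0.0857). The score test was not repeated under median-of-ratios scaling, so whether the overlap remains there is not shown. The adjusted p was 0.182 under fry and 0.717 with the estimated correlation. With the prefix as a covariate the set had 0.42, and without female WT replicate 4 it had 0.44. The difference was 0.53 within prefix 10 and 0.35 within prefix 8b. When the 4 female libraries with prefix 8b were compared with the other 4 without regard to genotype, the set differed by 0.67. For 62 expressed translation factor genes the score was 4.75 ± 0.17 (SD, n = 4) in WT and 4.94 ± 0.06 (SD, n = 4) in KO mice. The mean log2 fold change was 0.20, or 0.09 above the median of all genes (camera adjusted p = 0.0266, exact two-sided permutation p = 0.114). This call did not hold under fry (adjusted p = 0.253), under median-of-ratios scaling (camera adjusted p = 0.0566) or with the prefix as a covariate (camera adjusted p = 0.14).

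**Figure D2:**
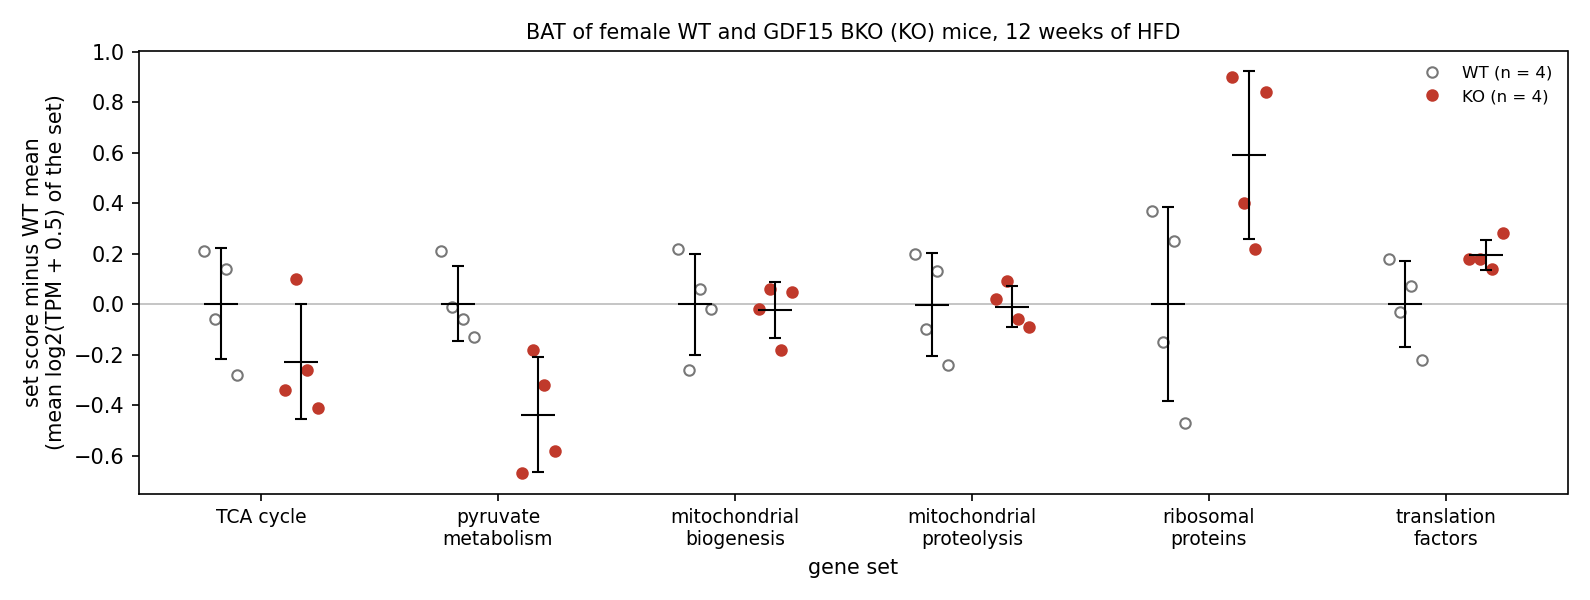
Set scores of each female mouse, as the mean log2(TPM + 0.5) of the set minus the mean of the WT mice, for WT (open) and KO (filled) mice with the mean and SD as black marks. KO mice averaged -0.44 relative to WT mice for pyruvate metabolism and 0.59 for ribosomal proteins, and the scores of both genotypes overlap in every set other than pyruvate metabolism.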

A heatmap depicting the top 50 differentially expressed genes in female KO vs. WT mice shows that genes involved in glucose metabolism and adipogenesis were down regulated in KO female mice, including *Pfkfb2*, *Gsk3b*, *Ppara* and *Sox5* (Supplementary Fig. 6 A). 

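Of the 12141 genes tested in females, 0 passed an adjusted p of 0.05, and 2075 had an unadjusted p under 0.05, where 607 are expected by chance. Of these, 1413 were higher and 662 lower in KO mice, and after median-of-ratios scaling 1214 were higher and 1264 lower. Comparing the 4 libraries with prefix 8b with the other 4 female libraries gave 3296 genes at an unadjusted p under 0.05. Of the 50 genes in the heatmap, 49 were found and 45 tested, and all 45 changed in the direction shown. The 16 higher genes had log2 fold changes of 0.67 to 1.14, and the 29 lower genes of -2.04 to -0.34. All 45 passed when adjusted over the list alone, which is not independent evidence because the list was chosen on these libraries, and 0 passed over all genes. With all 16 libraries in the fit, 3 passed.

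*Pfkfb2* (ENSMUSG00000026409, chromosome 1), which encodes an enzyme that regulates glycolysis, had 3.67 ± 0.603 TPM (SD, n = 4) in female WT and 2.06 ± 0.486 TPM (SD, n = 4) in female KO mice, a log2 fold change of -0.71 (standard error 0.17, adjusted p = 0.231). *Gsk3b* (ENSMUSG00000022812, chromosome 16), a kinase that inhibits glycogen synthesis, went from 7.57 ± 0.759 TPM (SD, n = 4) to 4.01 ± 0.636 TPM (SD, n = 4), a log2 fold change of -0.85 (standard error 0.14, adjusted p = 0.211). For the nuclear receptor *Ppara* (ENSMUSG00000022383, chromosome 15), 55.1 ± 13.4 TPM (SD, n = 4) in WT and 28 ± 4.93 TPM (SD, n = 4) in KO mice gave a log2 fold change of -0.95 (standard error 0.21, adjusted p = 0.231). The transcription factor *Sox5* (ENSMUSG00000041540, chromosome 6) had 2.06 ± 0.39 TPM (SD, n = 4) and 0.86 ± 0.175 TPM (SD, n = 4), with a log2 fold change of -0.91 (standard error 0.19, adjusted p = 0.231). For each of these 4 genes every KO mouse was below every WT mouse (exact two-sided permutation test, p = 0.0286). The genes with the smallest p among those that fell were *Pdpr* (log2 fold change -1.60), *Gm48269* (-1.49), *Gm5537* (-5.07), *Ptprd* (-0.79) and *Hipk2* (-2.04), and among those that rose, *Gm17139* (2.30), *Xbp1* (0.70), *Gm42715* (1.58), *Rcsd1* (0.75) and *Ptp4a3* (0.87).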

Importantly, the fibrosis (Supplementary Fig. 6B) and macrophage genes (Supplementary Fig. 6 C) induced in male mice were unchanged in KO females. Interestingly, although pathways related to protein translation were induced in KO female mice, we detected no changes in phosphorylation status of the eukaryotic translation initiation factor 2 A (eIF2A) between WT and KO mice (Supplementary Fig. 6D). Together, these data indicate that deletion of GDF15 in BAT of female mice fed HFD leads to transcriptional changes consistent with reduced pyruvate and glucose metabolism and increased ribosomal biogenesis, suggesting increased translational capacity.

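*Pdk1*, which encodes a kinase that inhibits pyruvate dehydrogenase, had 24.5 ± 1.8 TPM (SD, n = 4) in female WT and 13 ± 5.84 TPM (SD, n = 4) in female KO mice, and *Me1*, which encodes the cytosolic malic enzyme, had 118 ± 28.2 TPM (SD, n = 4) and 52.6 ± 17.4 TPM (SD, n = 4). Their log2 fold changes were -0.99 (standard error 0.28, adjusted p = 0.231) and -1.18 (standard error 0.27, adjusted p = 0.231). *Ldhb* differed in the other direction, with a log2 fold change of 0.58 (standard error 0.28, adjusted p = 0.322). From the lower transcripts of pyruvate and glucose metabolism and the higher transcripts of ribosomal proteins, the paper proposes that pyruvate and glucose metabolism is reduced and translational capacity raised in BAT of KO females.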

**Fig. 6:**
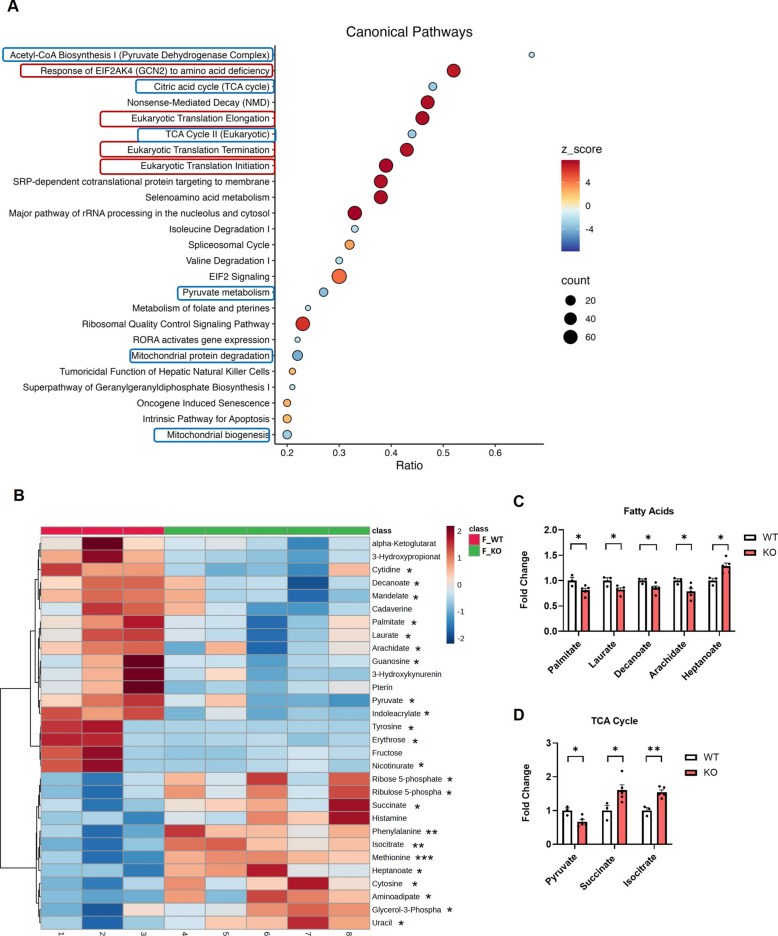
Global transcriptomic and metabolomic analysis in BAT of GDF15 BKO female mice fed HFD. Data was collected in 18-week-old female GDF15 BKO (KO) and WT littermate controls fed high-fat diet for 12 weeks. **A** Bubble plot showing top 25 canonical pathways from the Ingenuity Pathway Analysis (IPA) database containing genes with a significant overlap (adjusted *p*-value ≤ 0.05) to those differentially expressed in GDF15 BKO mice. Size of bubble indicates -log of adjusted *p*-value (Benjamini–Hochberg) from the pathway analysis. Plotted on the x-axis is the ratio of differentially expressed genes relative to the number of genes in the pathway. Bubble color indicates z-score, which indicates predicted activation (positive) or inhibition (negative) of pathway based on directionality of gene changes in GDF15 BKO relative to WT mice. Noteworthy pathways predicted to be upregulated are highlighted in red and those predicted to be downregulated are highlighted in blue. **B** Heatmap of top 30 differentially enriched metabolites in female KO BAT. **C** Bar graph depicting fold change of various fatty acids in GDF15 BKO female versus WT mice. **D** Bar graph depicting fold change of various TCA cycle metabolites in GDF15 BKO female versus WT mice (WT *n* = 3, KO *n* = 5). Data are expressed as means ± SEM. Significant differences were determined by Student’s *t*‐test, using a significance level of *p* ≤ 0.05. *p ≤ 0.05; **P ≤ 0.01; ***p ≤ 0.001

### Metabolomic analysis suggests increased fatty acid utilization and altered TCA intermediates in BAT of GDF15 BKO female mice fed HFD

We conducted GC–MS analysis in BAT samples from WT and GDF15 BKO female mice after 12 weeks of HFD feeding to assess global metabolite changes. Enrichment analysis of the top 25 metabolite sets showed changes in fatty acid metabolism and beta oxidation as well as in the citric acid cycle (TCA; Supplementary Fig. 6E). Contrary to what we observed in male mice, heatmap of the top 30 differentially enriched metabolites in females showed reduced accumulation of various fatty acids, including palmitate, laurate, and arachidate (Fig. 6B and C), consistent with increased fatty acid utilization or decreased fatty acid synthesis in females. Indeed, respirometry in isolated BAT mitochondria indicated increased capacity for fatty acid oxidation in female mice (Fig. 5B). In contrast, the TCA cycle intermediates succinate and isocitrate were increased in females (Fig. 6D). This agrees with our RNASeq showing downregulation of TCA-related pathways. Together these findings suggest that GDF15 deletion in female mice results in downregulation of TCA cycle enzymes, while inducing a compensatory increase in fatty acid utilization, indicating a unique metabolic adaptations in BAT of females relative to males. 

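Among the TCA cycle genes in female BAT, *Ogdh* had 731 ± 42.3 TPM (SD, n = 4) in WT and 526 ± 137 TPM (SD, n = 4) in KO mice, a log2 fold change of -0.51 (standard error 0.19, adjusted p = 0.253). The largest fall in this list was that of *Dld*, from 291 ± 49.5 TPM (SD, n = 4) to 181 ± 68.1 TPM (SD, n = 4), a log2 fold change of -0.74 (standard error 0.27, adjusted p = 0.245). The log2 fold change was -0.38 for *Cs* and -0.45 for *Suclg2*. For each of these 4 genes 3 of 4 KO mice were below every WT mouse. The 3 genes that were not lower were *Fh1* (0.14), *Sdhb* (0.05) and *Idh2* (0.03), of which *Sdhb* (-0.06) and *Idh2* (-0.08) were lower under median-of-ratios scaling. Of the pyruvate dehydrogenase genes, *Pdha1* had a log2 fold change of -0.65, *Pdhb* of -0.56 and *Dlat* of -0.68. None of the genes named here passed an adjusted p of 0.05.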

Further studies assessing enzyme levels and activity will be required to confirm these metabolic changes, as the function of mitochondrial proteins can be heavily regulated posttranslationally (Yang et al. 2024; Stram and Payne 2016), which is not captured by transcriptomic and metabolomic data alone. Additional changes identified in our analysis included significant accumulation of methionine (Fig. 6B), a metabolite important for redox balance, polyamine synthesis and epigenetic regulation (Navik et al. 2021).

### Ovariectomized female GDF15 BKO mice lack the resistance to DIO

To determine whether sex steroid hormones contribute to the leaner phenotype observed in female mice, we performed bilateral ovariectomy surgeries in 5-week-old mice (Supplementary Fig. 7 A) followed by 12 weeks of HFD feeding. Successful ovariectomy surgery was confirmed by reduced uterus weight in ovariectomized (OVX) females relative to sham-operated mice (Supplementary Fig. 7B). *Gdf15* mRNA levels were reduced in BAT of KO mice (Fig. 7A), whereas GDF15 serum levels were unchanged (Fig. 7B). Both WT and KO OVX females experienced similar weight gain when fed HFD (Fig. 7C and D). Consistently, body composition analysis showed unchanged total fat mass (Fig. 7E) and lean mass (Fig. 7F) between OVX-WT and OVX-KO mice. Indirect calorimetry showed no differences in energy expenditure (Fig. 7G and supplementary Fig. 7 C), food intake (Fig. 7H), locomotor activity (Fig. 7I) or respiratory exchange ratio (Fig. 7J) between genotypes. Glucose homeostasis as assessed by GTT (Fig. 7K and L) and fasting glucose levels (Fig. 7M) were similar between WT and KO females. Likewise, ITT was comparable between genotypes (Fig. 7N and O). Interestingly, beyond its metabolic effects, our data also reveal that male mice exhibit higher circulating GDF15 levels than females (Fig. 1A and B) consistent with clinical findings (Lau et al. 2019). Interestingly, ovariectomy abolishes this male–female difference, raising GDF15 levels in BAT and in the serum of female WT mice to those observed in males (Supplementary Fig. 7D and E). *Esr1*, the gene encoding the estrogen receptor α (ERα), has been implicated in changes in metabolic homeostasis. Indeed, reduced ERα action in brown adipocytes impairs mitochondrial function, promotes increased adiposity, and disrupts metabolic homeostasis (Zhou et al. 2020). Therefore, we checked the expression level of *Esr1* in male and female mice after 12 weeks of HFD feeding. Here, we show that *Esr1* expression in female BAT remained unchanged after 12 weeks of HFD feeding (Supplementary Fig. 7 F) and were unnafected by OVX (Supplementary Fig. 7G). In contrast, male GDF15 KO mice has lower *Esr1* expression in BAT compared to their littermate control after 12 weeks of HFD feeding (Supplementary Fig. 7H). Together, our data suggest a role for sex-steroid hormones in driving the metabolic changes contributing to leanness in KO female mice and in regulating GDF15 levels.

**Fig. 7:**
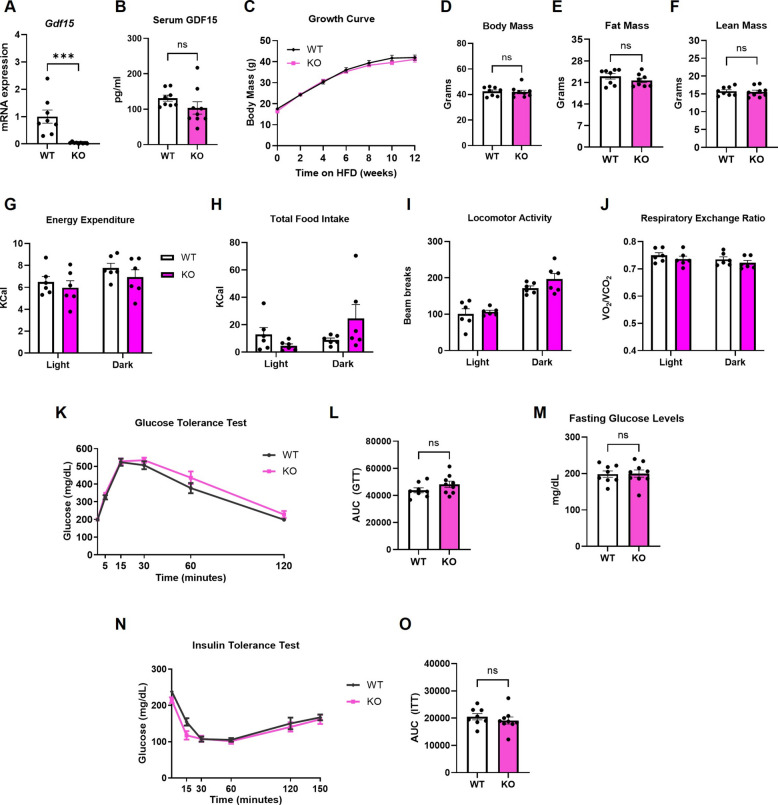
Ovariectomized GDF15 BKO mice lack resistance to DIO. Data collected in female WT or GDF15 BKO mice kept on HFD (60% fat content) for a period of 12 weeks after undergoing bilateral ovariectomy surgeries (OVX). **A** Relative *Gdf15* mRNA levels in BAT normalized to *Tbp* (WT *n* = 8, KO *n* = 9). **B** GDF15 serum levels. **C** Body weight curve during diet-induced obesity (DIO) protocol. **D** Total body mass. **E** Total fat mass. **F** Total lean mass (WT *n* = 8, KO *n* = 9). **G-J** Indirect calorimetry data represented as the average for light and dark cycles during last 48 h of data recording. **G** Energy expenditure. **H** Food intake. **I** Locomotor activity. **J** Respiratory exchange ratio (RER) (WT *n* = 6, KO *n* = 6). **K** Glucose tolerance test (GTT). **L** Area under the curve quantification for the GTT. **M** Fasting glucose levels. **N** Insulin tolerance test (ITT). **O** Area under the curve quantification for the ITT (WT *n* = 8, KO *n* = 9). Data are expressed as means ± SEM. Significant differences were determined by Student’s *t*‐test, using a significance level of *p* ≤ 0.05. ***p ≤ 0.0001

### Cell autonomous effect of GDF15 in brown adipocytes

GDF15 has been shown to be released by brown adipocytes in vitro in response to thermogenic activation. GDF15 released by brown adipocytes was suggested to target macrophages likely mediating downregulation of local inflammatory response in BAT (Campderros et al. 2019). Here, we tested if GDF15 has any cell autonomous effects in thermogenic gene expression in mouse primary brown adipocytes. Primary brown adipocytes were isolated from WT and GDF15 BKO mice (Supplementary Fig. 7I). Interestingly, reduced *Gdf15* levels were associated with a significant increase in thermogenic genes. Together these findings indicate that endogenous GDF15 have cell-autonomous effects in mouse brown adipocytes, warranting further investigation of GDF15 signaling in these cells.

## Discussion

GDF15 has recently emerged as an endocrine regulator of energy metabolism and glucose homeostasis with therapeutic potential for the treatment of obesity and associated metabolic diseases (Mullican et al. 2017; Tsai et al. 2018; Breit et al. 2017). Although studies suggest that the liver is the main source of circulating GDF15 in mice fed obesogenic diets (Xie et al. 2022; Patel et al. 2022), the role of BAT-derived GDF15 on systemic metabolic homeostasis is less clear. Our previous study demonstrated that mitochondrial stress in BAT leads to secretion of GDF15 as a batokine, contributing to resistance to DIO and improvements in glucose homeostasis, suggesting BAT-derived GDF15 may contribute to changes in systemic metabolism (Pereira et al. 2021; Jena et al. 2023). Therefore, we tested the hypothesis that BAT-derived GDF15 contributes to regulate systemic metabolic homeostasis in response to HFD feeding in mice.

Surprisingly, our data show that *Gdf15* expression in BAT regulates diet-induced weight accrual and adiposity in a sex-dependent manner. While GDF15 BKO male mice were susceptible, female mice were resistant to DIO. Multiple studies investigating the role of GDF15 in the regulation of appetite and metabolism have been performed exclusively in male rodents (Patel et al. 2019; Patel et al. 2022; Tsai et al. 2018; Miyake et al. 2021; Lu et al. 2023; Tsai et al. 2019), with only a few also addressing females (Tran et al. 2018; Macia et al. 2012; Sjoberg et al. 2023). Relative to WT mice, both male and female *Gdf15* global kockout mice have been shown to have exacerbated weight gain when fed HFD, with males having a more robust phenotype relative to females (Tran et al. 2018). However, there is evidence showing sex-specific GDF15 actions with regard to lipid metabolism in mice. One study reported that female mice ubiquitously expressing human GDF15 lost a higher percentage of total WAT mass compared to their male littermates, which was associated with changes in lipolytic gene expression but not in food intake (Chrysovergis et al. 2014). Moreover, a recent study revealed that *Gdf15* ^−/−^ female mice have greater WAT remodeling compared to male mice even under baseline conditions (Igual-Gil et al. 2024). Interestingly, recombinant GDF15 treatment in mice fed HFD reduced food intake and attenuated weight gain and adiposity in males, whereas female mice were resistant to GDF15’s action, suggesting that GDF15 has sex-specific effects on energy homeostasis (Jeromson et al. 2024). Noteworthy, a recent study investigating GDF15’s role in atherosclerosis, showed significant sex dimorphism with male mice displaying greater weight gain, whereas females were refractory to these effects. Following ovariectomy, female metabolic phenotype mirrored those of males, suggesting female sex hormones play a pivotal role in modulating these metabolic changes (Artz et al. 2016; Davezac et al. 2025), as also shown here.

Our data suggest that *Gdf15* deletion selectively in BAT likely induces compensatory mechanisms, including *Gdf15* regulation and metabolic adaptations in other tissues, as well as hormonal regulation, contributing to our sex-dimporphic phenotype. Indeed, we see increased *Gdf15* levels in the liver of GDF15 BKO male mice, while no changes were detected in females. Moreover, we show that ovariectomy abrogates the metabolic protection observed in females. It is well reported that, despite the growing prevalence of obesity in both sexes, clinical manifestations and complications differ between sexes, with premenopausal women exhibiting relative protection (Virani et al. 2020; Colafella and Denton 2018; Koceva et al. 2024). Importantly, BAT function and the capacity for WAT browning are sexually dimorphic, favoring females (Kim et al. 2016; Lee et al. 2016). Moreover, evidence from rodent models to humans suggest that sex differences in BAT function contribute to the metabolic protection observed in females, via poorly understood mechanisms (Lundgren et al. 2008; Macotela et al. 2009; Tran et al. 2010; Takeuchi et al. 2025). Female mice on HFD have greater metabolic flexibility to adapt to higher energy consumption, including mitochondrial adaptations in BAT, resulting in improved energy homeostasis (MacCannell et al. 2021). Our results suggest an underappreciated but recently suggested link between GDF15 and sex-steroid hormones might contribute to such adaptations in females. Several studies have shown that sex hormones regulate *Gdf15* expression, influencing its role in metabolism, atherosclerosis, and mood. For instance, testosterone and estradiol, particularly in combination, can suppress GDF15 secretion and expression, potentially through receptor-mediated pathways in the liver and other tissues. Moreover, GDF15 deficiency is associated with sex-dimorphism in metabolic and cardiovascular diseases (Guillaume et al. 2019; Faubion et al. 2020; Liu et al. 2019; Pena-Leon et al. 2024). Our study contributes to this growing literature, highlighting the need for sex-specific considerations in therapies targeting GDF15, and placing *Gdf15* regulation in BAT at the interplay between metabolic flexibility and sex-steroid hormone actions during DIO.

Another important observation in our study is that deletion of *Gdf15* in BAT led to significant systemic effects despite no major changes in GDF15 serum levels under ad libitum-fed conditions. Our findings suggest that in addition to its central effects, GDF15 might also mediate autocrine/paracrine signaling in BAT and have cell-autonomous effects in brown adipocytes, contributing to systemic metabolic homeostasis in mice during DIO. Although GFRAL has been the only receptor for GDF15 thoroughly validated to date, it has been proposed that GDF15 may mediate its effects through additional targets, especially in peripheral tissues, in a GFRAL-independent manner (Artz et al. 2016; Zhang et al. 2023; Gao et al. 2021; Li et al. 2018; Patsalos et al. 2022; Wang et al. 2021; Kempf et al. 2011). However, GFRAL-independent effects are still controversial as several concerns have been raised, including GDF15 dosing, potential contamination with TGF-β in in vitro studies (Olsen et al. 2017) and the possibility that GFRAL may be expressed in locations other than the hindbrain, as recently suggested (Mullican et al. 2017; Fichtner et al. 2024; Xie et al. 2023). Because our studies were conducted primarily in vivo and investigated GDF15 in the context of its endogenous regulation, the first two concerns do not apply to our circumstances. However, we cannot discard the possibility that GFRAL, like GDF15, may be induced in certain tissues, including BAT, in response to stress and/or pathological conditions. Previous studies have also indicated that the cleavage process of pro-GDF15 occurs in the nucleus, and it can influence signaling pathways including the SMAD and the Hippo signaling pathways, thereby regulating transcription within the nucleus (Li et al. 2024). Athough beyond the scope of the present study, identification and validation of potential novel GDF15 receptors and/or signaling mechanisms within BAT and other tissues will be critical to advance our understanding of GDF15 biology and pharmachology.

*Gdf15* deletion in BAT of male mice resulted in exacerbated weight gain and increased fat deposition, likely contributing to fibro-inflammation (Pellegrinelli et al 2023). Noteworthy, we did not detect any changes in food intake, energy expenditure or locomotor activity that could explain the changes in weight gain in male mice. This is a limitation of our study likely due to relatively small number of mice reducing statistical power. Another possibility is that, because indirect calorimetry measurements were performed under thermoneutral conditions, small changes related to thermoregulation that might have been present at room temperature were no longer detactable at thermoneutrality. Regardless of the mechanisms driving weight gain, the induction of inflammatory markers in BAT of KO mice in the absence of changes in GDF15 seum levels suggest GDF15 might play a local anti-inflammatory role during obesity. Interestingly, in addition to its effects on food intake, a recent study suggested that GDF15 released by brown adipocytes in response to increased thermogenic activity targets macrophages and may mediate downregulation of local inflammatory pathways (Campderros et al. 2019). Moreover, *Gdf15* ^−/−^ mice have increased markers of inflammation and fibrosis in the liver even when fed regular chow, supporting the idea that GDF15 may exert local effects to mitigate inflammation and extracellular matrix (ECM) remodeling (Jurado-Aguilar et al. 2024). Although we have not measured inflammatory markers at the protein level or directly assessed macrophage infiltration in BAT, based on the lack of changes in GDF15 serum levels following HFD feeding, we speculate similar mechanisms might be at play in our model that might contribute to the overall metabolic phenotype. Indeed, BAT inflammatory state has been shown to have a significant effect on glucose homeostasis, with research showing that excessive inflammation can disrupt metabolic function and contribute to insulin resistance (Villarroya et al. 2018). Another study recently showed that obesity-related fibro-inflammation compromises BAT ECM remodeling and functionality, contributing to obesity-associated metabolic disturbances (Pellegrinelli et al. 2023). Future time-course studies will be required to dissect whether GDF15 deletion plays any causal role on diet-induced increases in inflammatory and ECM markers in BAT even prior to changes in body weight or if exacerbated inflammation is just a function of increased weight gain and adiposity in male KO mice.

## Conclusions

In conclusion, we show that *Gdf15* expression in BAT plays an important role in regulating weight gain and adiposity during DIO in a sex-dependent manner and undescore the importance of rigorously addressing sex differences in GDF15 biology. Our data also has important clinical implications as GDF15-targeted therapies are currently being investigated for the treatment of obesity and cachexia. Importantly, in cachexia, high systemic levels of tumor- or injury-derived GDF15 promote anorexia, muscle wasting, and white adipose tissue loss via central GFRAL/RET receptor signaling (Groarke et al. 2024; Ling et al. 2023; Kim-Muller et al. 2023). Our work underscores the importance of considering endogenous beneficial functions of GDF15 in brown adipose tissue when developing GDF15-targeted therapies for cachexia, highlighting the need for strategies that selectively inhibit pathogenic pathways without disrupting physiological pathways that regulate systemic metabolic homeostasis. Our study also suggests that sex and hormonal status must be carefully considered in future therapeutic strategies and reinforce the idea that metabolic consequences of GDF15 modulation may differ substantially between sexes. Noteworthy, in addition to its central effects on food intake, our results suggest that GDF15 might also exert local effects through autocrine/paracrine signaling contributing to BAT function with significant implications for systemic metabolic health.

## Supplementary Information

Supplementary Material 1.

Supplementary Material 2.

## Data Availability

All datasets generated and/or analyzed during the current study are presented in the article, or are available from the corresponding author upon reasonable request.

## Abbreviations

GFRAL: Glial-derived neurotrophic factor receptor α family-like specific receptor
HFD: High-fat diet
BAT: Brown adipose tissue
iWAT: Inguinal white adipose tissue
DIO: Diet-induced obesity
BKO: Brown adipose tissue knockout
GTT: Glucose tolerance tests
ITT: Insulin tolerance tests
GC–MS: Gas chromatography-mass spectrometry
NMR: Nuclear magnetic resonance
SVF: Stromal vascular fraction
TG: Triglyceride
AUC: Area under the curve
PBS: Phosphate-buffered saline
FBS: Fetal bovine serum
EtOH: Ethanol
DMEM: Dulbecco’s modified eagle’s medium
OxPhos: Oxidative phosphorylation
*Tbp*: TATA-binding protein
*Gdf15*: Growth differentiation factor 15
*RT-PCR*: Real time polymerase chain reaction
ANOVA: Analysis of variance
BSA: Bovine serum albumin
T3: Triiodothyronine
OVX: Ovariectomy
HEPES: 4-(2-Hydroxyethyl)-1-piperazineethanesulfonic acid
NaCl: Sodium chloride
MgCl_2_: Magnesium chloride
EGTA: Ethylene glycol-bis(β-aminoethyl ether)-*N*,*N*,*N’*,*N*′-tetraacetic acid
KCl: Potassium chloride
K-MES: MES potassium salt
KH_2_PO4: Monobasic potassium phosphate
*Ucp1*: Uncoupling protein 1
*Prdm16*: PR domain containing 16
*Dio2*: Iodothyronine deiodinase 2
*Cpt1β*: Carnitine palmitoyl transferase 1B
*Elovl6*: ELOVL fatty acid elongase 6
*Ppargc1α*: Peroxisome proliferator-activated receptor gamma coactivator 1-alpha
*Dgat*: Diacylglycerol O-acyltransferase
*Gpat*: Glycerol-3-phosphate acyltransferase
*Ppar-γ*: Peroxisome proliferator-activated receptor gamma
*Timp2*: Tissue inhibitor of metalloproteinases 2
*Col1a1*: Collagen type I alpha 1 chain
*Col1a2*: Collagen type I alpha 2 chain
*F4/80*: EGF-like module-containing mucin-like hormone receptor-like 1
*Mcp1*: Monocyte Chemoattractant Protein-1
*Pnpla3*: Patatin-like phospholipase domain-containing protein 3
*Fasn*: Fatty acid synthase
*Ppar-α*: Peroxisome proliferator-activated receptor alpha
*Lcad*: Acyl-CoA dehydrogenase, long chain
*Acadm*: Acyl-Coenzyme A dehydrogenase medium chain
*Acaca*: Acetyl-CoA carboxylase
*Esr1*: Estrogen receptor 1

# Supplementary material for: Gdf15 expression in thermogenic adipocytes regulates diet-induced weight gain in a sex-dependent manner
**Source:** Mol Med. 2026 May 18;32:108. doi: 10.1186/s10020-026-01505-5
**Supplement:** Supplementary file 1 — Supplementary Material 1.

**Supplementary Materials and Methods**

***Gdf15* expression in thermogenic adipocytes regulates energy homeostasis in a sex-dependent manner**

Jena J, et al.

**Cell culture and treatments:**

**Brown adipocyte and stromal vascular fraction (SVF) isolation:**

Primary brown adipocytes were isolated from iBAT depots of GDF15 BKO mice as previously described (1). Briefly, adipose tissues were minced and digested in 1 mg/mL liberase (Roche, Switzerland) in Krebs-Ringer bicarbonate buffer, KRB (Sigma, St. Louis, MO) in a 37 °C water bath with agitation for 30 minutes, followed by filtration through nylon mesh. The samples were centrifuged at 500×g for 10 minutes at 10°C. The floating mature adipocytes (BA) and SVF were collected for further analysis.

**Primary adipocyte isolation and culture:**

Primary adipocytes were isolated from BAT of 3-week-old GDF15 BKO or WT control mice. Cells were grown and differentiated as previously described (2, 3). Briefly, BAT was dissected and digested in 0.4% Type I collagenase (Worthington, NJ) in Krebs-Ringer Bicarbonate Buffer (Sigma, St. Louis, MO). Digested tissue was then placed into a prewarmed shaker (37 °C) and allowed to shake at 150 rpm for 1h, followed by centrifugation for 5 min at room temperature. The supernatant was discarded and the pellet was washed and centrifuged three times with preadipocyte growth media (DMEM F/10) containing 10% fetal bovine serum (FBS), 50U/ml Penicilin and 50 ug/ml streptomycin. After the final wash, the preadipocyte growth media was removed and the pellet was resuspended in fresh preadipocyte growth media. The resuspended cells were filtered through a 40μm nylon cell strainer and cells were plated in 6-well plates. Finally, isolated pre-adipocytes were incubated and allowed to grow until 80% confluence, when they were then differentiated into mature adipocytes for 7 days in DMEM F/10 containing 0.4 μg/ml insulin (Thermo Fisher, #12585014), 2nm T3 (Sigma-Aldrich, MO, USA #T2877), 0.5 μM dexamethasone (Sigma-Aldrich, MO, USA, #D1756), 0.5 μM rosiglitazone (Cayman chemicals, Ann Arbor, USA, #71740), 60 uM Indomethacin (Sigma-Aldrich, MO, USA, # I7378 ) and 250 uM 3-isobutyl-1-methyl-xanthine (Sigma-Aldrich, MO, USA, #I5879) for 4 days. Following differentiation into mature adipocytes, cells were put in maintenance media (DMEM F/10 containing 0.4 μg/ml insulin, 2nM T3 and 0.1 uM Rosiglitazone) until used for experiment (day 7). Cells were washed with ice-cold PBS and harvested for subsequent analysis.

**12-hour fasting glucose measurements:**

Twelve-week-old male GDF15 BKO mice and their WT littermate controls were fasted for 12 hours (7 pm to 7 am). Following fasting, blood glucose levels were measured using glucometer.

**Ovariectomy surgeries**

Mice were placed dorsal side up on the operating area. Two bi-lateral incisions were made (~1 cm) lateral to the midline and junction of the spine and pelvis. Dumont forceps were used to blunt dissect through the muscle wall to expose the ovarian fat pad. Ovaries and a small part of the uterus were externalized, clamped beneath the oviduct,absorbable suture was tied below the clamp, and ovaries excised above the clamp. Hemostasis was ensured and the uterus returned to its position within the pelvic cavity. Incisions were closed with suture and analgesia administered.

**RNA extraction and quantitative RT-PCR**

Total RNA was extracted from tissues using TRIzol reagent (Invitrogen, Waltham, MA) and purified with the RNeasy kit (QIAGEN Inc, Germantown, MD). RNA concentration was determined by measuring absorbance at 260 and 280 nm with a spectrophotometer (NanoDrop 1000, NanoDrop products, Wilmington, DE). Total RNA (0.5 µg) was reverse transcribed using High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Waltham, MA), followed by quantitative RT-PCR using SYBR Green (Applied Biosystem, Life Technologies, Warrington, UK) as previously described (2). Samples were loaded in a 384-well plate in triplicate, and real-time polymerase chain reaction was performed with an Applied Biosystems QuantStudio 7 Flex (*QS-7 Flex*). The following cycle profile was used: 1 cycle at 95˚C for 10 min; 40 cycles of 95˚C for 15 s; 59˚C for 15 s, 72˚C for 30 s, and 78˚C for 10 s; 1 cycle of 95˚C for 15 s; 1 cycle of 60˚C for 15 s; and 1 cycle of 95˚C for 15 s. Collected data was analyzed using Design and Analysis Software v2.3. Data were normalized to *Tbp* expression and results are shown as relative mRNA expression in fold change. qPCR primers were designed using Primer‐Blast or previously published sequences. Utilized primers are listed in Supplemental Table 1.

**RNA Sequencing in BAT**For bulk RNA sequencing, libraries were prepared using Illumina’s (San Diego, CA) TruSeq Stranded mRNA Library Prep and sequenced on a NovaSeq 6000. Single-end reads were quantified using Kallisto (v0.46.2) and differential expression analysis performed with DESeq2 (v1.42.0). Pathway analysis was performed using Qiagen’s Ingenuity Pathway Analysis. Plots were generated using the packages ggplot2 and pheatmap in the R version (v4.3.0) or GraphPad Prism Software (La Jolla, CA).

**Metabolomics**

***Sample preparation:*** Whole BAT tissue was disrupted using bead mill homogenization in 18:1 (µl:mg wet tissue weight) ice-cold 2:2:1 methanol/acetonitrile/water extraction buffer containing a mixture of internal standards (D4-citric acid, D4-succinic acid, D8-valine, and U13C-labeled glutamine, glutamic acid, lysine, methionine, serine, and tryptophan; Cambridge Isotope Laboratories, Tewksbury, MA). Homogenates were rotated for 1 h at -20˚C, then centrifuged for 10 minutes at 21,000 x g, and 150 µl of cleared metabolite extracts were transferred to autosampler vials and dried using a SpeedVac vacuum concentrator (Thermo Fisher Scientific, Waltham, MA). Dried metabolite extracts were reconstituted in 30 μl of 11.4 mg/ml methoxyamine (MOX) in anhydrous pyridine, vortexed for 5 minutes, and heated for 1 h at 60˚C. Next, 20 μl of N,O-Bis(trimethylsilyl)trifluoroacetamide (TMS) was added to each sample, samples were vortexed for 1 min, and heated for 30 min at 60˚C.

***GC-MS method:*** Derivatized samples were analyzed by GC-MS. 1 μl of derivatized sample was injected into a Trace 1300 GC (Thermo Fisher) fitted with a TraceGold TG-5SilMS column (Thermo Fisher) operating under the following conditions: split ratio = 20:1, split flow = 24 μl/min, purge flow = 5 ml/minute, carrier mode = constant flow, and carrier flow rate = 1.2 ml/min. The GC oven temperature gradient was as follows: 80˚C for 3 min, increasing at a rate of 20˚C/min to 280˚C, and holding at 280˚C for 8 min. Ion detection was performed by an ISQ 7000 mass spectrometer (Thermo Fisher) operated from 3.90 to 21.0 min in EI mode (-70eV) using select ion monitoring (SIM). Raw data were analyzed using TraceFinder 5.1 (Thermo Fisher). Metabolite identification and annotation required at least two ions (target + confirming) and a unique retention time that corresponded to the ions and retention time of a reference standard previously determined in-house. A pooled-sample generated prior to derivatization was analyzed at the beginning, at a set interval during, and at the end of the analysis run to correct peak intensities using the NOREVA tool (4). NOREVA corrected data were then normalized to the sum total of signal per sample to control for extraction, derivatization, and/or loading effects.

**Mitochondrial isolation**

Mitochondrial fraction was isolated from BAT, as previously described (2). Briefly, tissue was excised, rinsed in ice-cold PBS, and maintained in ice-cold isolation buffer (500 mM EDTA, 215 mM D-mannitol, 75 mM sucrose, 0.1% free fatty acid bovine serum albumin (BSA), 20 mM HEPES, pH 7.4 with KOH) until ready for homogenization. Bradford assay was performed to determine protein concentration.

**Oxygen consumption**

Mitochondrial oxygen consumption rates were assessed in 50 µg of mitochondrial protein using the Oroboros O_2_K Oxygraph system (Oroboros Instruments, Innsbruck, Austria) in 2.5 mL of buffer Z containing (in mmol/l): 30 KCl, 105 K-MES, 5 MgCl_2_-6H_2_O, 1 EGTA, 10 KH_2_PO_4_ and 2.5 mg/ml BSA (pH 7.4 adjusted). Substrates were added to the assay buffer at the following final concentrations: pyruvate at 5 mM, malate at 2.5 mM, palmitoyl carnitine at 4 mM and succinate stimulation at 10 mM.

**Western blot analysis**

Approximately 30-50 mg frozen tissue was homogenized in 200 μl of lysis buffer comprising (mmol/l) 50 HEPES, 150 NaCl, 10% glycerol, 1% Triton X-100, 1.5 MgCl_2_, 1 EGTA, 10 sodium pyrophosphate, 100 sodium fluoride, and 100 μmol/l sodium vanadate. Just before use, HALT protease/phosphatase inhibitors (Thermo Fisher) were added to the lysis buffer, and samples were processed using the Tissue Lyser II (Qiagen). Tissue lysates were resolved on SDS–PAGE and transferred to nitrocellulose membranes (Millipore Corp., Billerica, MA). Membranes were incubated overnight with primary antibodies and for 1 h with secondary antibodies at room temperature. Data was analyzed using Image Studio Lite (LI-COR Technologies, Lincoln. NE) and was normalized by the specified loading controls. Data represented as arbitrary units of optical density (OD).

**Antibodies**

Primary antibodies: GAPDH (1:1,000, Cell Signaling Technology, Danvers, MA, #2118), UCP1 (1:1,000, Abcam, Boston, MA, #Ab10983), PGC-1α Antibody (4A8) (1:500, Santa Cruz Biotechnology, Dallas, TX, # sc-517380), phosphorylated eIF2α serine 51 (1:1,000, Cell Signaling Technology, #3597), total eIF2α (1:500, Santa Cruz Biotechnology, Dallas, TX, #SC81261), β-actin (1:1,000, Sigma Aldrich, St. Louis, MO, # A2066), HSL (1:1,000, Cell Signaling Technology, #4107), phospho-HSL (1:1,000, Cell Signaling Technology, #4139), ATGL (1:1,000,Cell Signaling Technology, #2138), FASN (1:1,000, Cell Signaling Technology, #3180), Total OXPHOS Rodent WB Antibody Cocktail (1:1,000, Abcam, #Ab110413). GDF15 antibody (1:1000, Abcam, #Ab106006). Secondary antibodies: IRDye 800CW anti‐mouse (1:10,000, LI‐COR, Lincoln, NE, #925‐32212) and Alexa Fluor anti‐rabbit 680 (1:10,000, ThermoFisher, #A27042). Fluorescence was quantified using the LiCor Odyssey imager.

**Supplementary Figure Legends**

**Supplementary Figure 1: Baseline assessment of GDF15 BKO male mice.** Data collected on 6-week-old male GDF15 BKO (KO) mice and their WT littermate controls fed regular chow diet (WT n=6, KO n=6). **A** Representative immunoblots and **B** Respective densitometric quantification of GDF15 protein in BAT of male mice normalized to Ponceau red staining (WT n=4, KO n=6). OD: optical density. **C, D** *Gdf15* mRNA expression in isolated brown adipocytes and SVF of 12-week-old GDF15 BKO and WT mice (WT n=3, KO n=5). **E-K** Metabolic data in 6-week-old males (WT n=9, KO n=10). **E** Body mass. **F** Total lean mass. **G** Total fat mass. **H** Glucose tolerance test (GTT). **I** Area under the curve quantification for GTT (WT n=10, KO n=11). **J** Fasting glucose levels in 6-week-old males (WT n=10, KO n=11). **K** Fasting glucose levels (12 hours) 12-week-old male mice (WT n=8, KO n=6). Data are expressed as means ± SEM. Significant differences were determined by Student’s *t*‐test or Mann-Whitney test, using a significance level of *p* ≤0.05. **p*≤ 0.05; ***p*≤ 0.01.

**Supplementary Figure 2: Assessment of GDF15 BKO male mice after 12 weeks on HFD.** Data collected in male GDF15 BKO (KO) and WT littermate control fed HFD for 12 weeks. **A** Relative *Gdf15* mRNA levels in BAT normalized to *Tbp* (WT n=5, KO n=7). **B** Fast GDF15 serum levels (WT n=6, KO n=5). **C** Relative *Gdf15* mRNA levels in iWAT normalized to *Tbp* (WT n=5, KO n=7). **D** Relative *Gdf15* mRNA levels in liver normalized to *Tbp* (WT n=5, KO n=6). **E** Regression plot for energy expenditure as a function of body weight (WT n=5, KO n=6). **F** Relative mRNA expression of fatty acid oxidation (FAO) genes in BAT normalized to *Tbp* (WT n=5, KO n=7)*.* **G** Relative mRNA expression of lipid metabolism genes in BAT normalized to *Tbp* (WT n=5, KO n=7). **H** Representative immunoblots of FASN, phosphorylated HSL (pHSL) normalized to total HSL and ATGL in BAT normalized to Ponceau (WT n=5, KO n=7). **I** Densitometric quantification of pHSL/HSL, ATGL and FASN. **J** Immunoblot and **K** respective densitometric quantification of OXPHOS protein in BAT (WT n=5, KO n=7). **L** UCP1 and PGC1α protein levels normalized to β-Actin in iWAT and **M** respective densitometric quantification (WT n=5, KO n=7). **N** Relative mRNA expression of thermogenic genes normalized to *Tbp* in iWAT. **O** Relative mRNA expression of fatty acid oxidation genes normalized to *Tbp* in iWAT (WT n=5, KO n=7). Data are expressed as means ± SEM. Significant differences were determined by Student’s *t*‐test or ANCOVA analysis, using a significance level of *p* ≤0.05. **p*≤ 0.05; ****p*≤ 0.001.

**Supplementary Figure 3: Global transcriptomic and metabolomic analysis in BAT of GDF15 BKO male mice fed HFD.** Data collected in 18-week-old male GDF15 BKO (KO) and WT littermate controls fed high-fat diet for 12 weeks. **A** Heatmap of the top 50 differentially expressed genes in GDF15 BKO mice (WT n=4, KO n=4). **B** Relative mRNA expression of fibrosis markers in BAT normalized by *Tbp* (WT n=5, KO n=7). **C** Relative mRNA expression of macrophage markers in BAT normalized by *Tbp* (WT n=5, KO n=7). **D** Enrichment analysis of the top 25 metabolites. Highlighted in red are lipid metabolism processes, including fatty acids biosynthesis, elongation, and beta oxidation. Data are expressed as means ± SEM. Significant differences were determined by Student’s *t*‐test, using a significance level of *p*≤0.05. **P*≤0.05; ***p*≤0.01.

**Supplementary Figure 4:** **Baseline assessment of GDF15 BKO female mice.** Data collected on 6-week-old female GDF15 BKO (KO) mice and their WT littermate controls fed regular chow diet (WT n=10, KO n=12). **A** Relative *Gdf15* mRNA levels in brain normalized to *Tbp*. **B** Relative *Gdf15* mRNA levels in kidney normalized to *Tbp*. **C** Relative *Gdf15* mRNA levels in liver normalized to *Tbp*. **D-I** Metabolic data in 6-week-old females (WT n=10, KO n=12). **D** Body mass. **E** Total lean mass. **F** Total fat mass. **G** Glucose tolerance test (GTT). **H** Area under the curve quantification for the GTT (WT n=15, KO n=10). **I** Fasting glucose levels in 6-week-old females (WT n=12, KO n=10). Data are expressed as means ± SEM. Significant differences were determined by Student’s *t*‐test, using a significance level of *p* ≤ 0.05.

**Supplementary Figure 5: Assessment of GDF15 BKO female mice after 12 weeks on HFD.** Data collected in Female GDF15 BKO (KO) and WT littermate control fed HFD for 12 weeks. **A** Relative *Gdf15* mRNA levels in BAT normalized to *Tbp* (WT n=6, KO n=6). **B** Fast GDF15 serum levels (WT n=6, KO n=5). **C** Relative *Gdf15* mRNA levels in iWAT normalized to *Tbp* (WT n=6, KO n=6). **D** Relative *Gdf15* mRNA levels in liver normalized to *Tbp* (WT n=5, KO n=6). **E** Regression plot for energy expenditure (EE) as a function of body weight. **F** Relative mRNA expression of fatty acid oxidation (FAO) genes in BAT normalized to *Tbp* (WT n=6, KO n=6)*.* **G** Relative mRNA expression of lipid metabolism genes in BAT normalized to *Tbp* (WT n=6, KO n=6). **H** Representative immunoblots of FASN, phosphorylated HSL (pHSL) normalized to total HSL and ATGL in BAT normalized to Ponceau (WT n=5, KO n=5). **I** Densitometric quantification of pHSL/HSL, ATGL and FASN. **J** Immunoblot and **K** respective densitometric quantification of OXPHOS protein in BAT (WT n=5, KO n=5). **L** UCP1 and PGC1α protein levels normalized to β-Actin in iWAT and **M** respective densitometric quantification (WT n=6, KO n=6). **N** Relative mRNA expression of thermogenic genes normalized to *Tbp* in iWAT. **O** Relative mRNA expression of fatty acid oxidation genes normalized to *Tbp* in iWAT (WT n=6, KO n=6). Data are expressed as means ± SEM. Significant differences were determined by Student’s *t*‐test or ANCOVA analysis, using a significance level of *p* ≤0.05. **p*≤ 0.05; ***p*≤ 0.01; ****p*≤ 0.001.

**Supplementary Figure 6: Global transcriptomic and metabolomic analysis in BAT of GDF15 BKO female mice fed HFD.** Data was collected in 18-week-old female GDF15 BKO (KO) and WT littermate controls fed high-fat diet for 12 weeks. **A** Heatmap showing differentially expressed genes in various pathways (WT n=4, KO n=4). **B** Relative mRNA expression of fibrosis markers in BAT normalized by *Tbp* (WT n=6, KO n=6). **C** Relative mRNA expression of macrophage markers in BAT normalized by *Tbp* (WT n=5, KO n=3 or 6). **D** Protein levels of phosphorylated eIF2α (peIF2α) normalized eIF2α in BAT (WT n=5, KO n=5). **E** Enrichment analysis of the top 25 metabolites. Highlighted in red are TCA cycle and fatty acid oxidation processes. Data are expressed as means ± SEM. Significant differences were determined by Student’s *t*‐test, using a significance level of *p*≤0.05.

**Supplementary Figure 7: Data in ovariectomized mice. A** Representative images of control and ovariectomized uterus (pink squares highlight ovaries). **B** Uterus weight in control and ovariectomized females (WT n=8, KO n=8). **C** Regression plot for energy expenditure (EE) in ovariectomized mice after 12 weeks of HFD feeding. **D** Serum GDF15 levels (male n=6, female n=10, female OVX n=8) **E** Relative *Gdf15* mRNA levels in BAT of WT mice fed HFD normalized to *Tbp* (male n=4, female n=5, female OVX n=6). . **F-H** Relative *Esr1* mRNA levels in BAT of WT versus GDF15 BKO mice fed HFD. **F** GDF15 BKO females, **G** Ovariectomized GDF15 BKO females and **H** GDF15 BKO males. **I** Relative mRNA expression of *Gdf15* and thermogenic genes normalized to *Tbp* in differentiated primary mouse brown adipocytes isolated from GDF15 BKO or WT female mice. Data expressed as means ± SEM. Significant differences determined by One-Way ANOVA, Student’s *t*‐test or Mann-Whitney test, using a significance level of *p* ≤ 0.05. **p*≤ 0.05; ***p*≤ 0.01; ****p*≤ 0.001; *****p*≤ 0.0001.

**Supplementary Table 1:** Primer sequences.

| ***Gene*** | **Forward sequence** | **Reverse sequence** |
| --- | --- | --- |
| *Tbp* | TCTGGAATTGTACCGCAGCTT | CTGCAGCAAATCGCTTGGGA |
| *Gdf15* | GAGAGGACTCGAACTCAGAAC | GACCCCAATCTCACCTCTG |
| *Ucp1* | GTGAAGGTCAGAATGCAAGC | AGGGCCCCCTTCATGAGGTC |
| *Prdm16* | CAGCACGGTGAAGCCATTC | GCGTGCATCCGCTTGTG |
| *Dio2* | AATTATGCCTCGGAGAAGACCG | GGCAGTTGCCTAGTGAAAGGT |
| *Cpt1β* | TGCCTTTACATCGTCTCCAA | AGACCCCGTAGCCATCATC |
| *Elovl6* | TCAGCAAAGCACCCGAAC | AGCGACCATGTCTTTGTAGGAG |
| *Ppargc1α* | GTAAATCTGCGGGATGATGG | AGCAGGGTCAAAATCGTCTG |
| *Dgat* | GGTTCCGTGTTTGCTCTGGCAT | CCACTGACCTTCTTCCCTGTAG |
| *Gpat* | GCAAGCACTGTTACCAGCGATC | TGCAATCAGCCTTCGTCGGAAG |
| *Ppar-γ* | GCCTGTCTGTCGGGATGT | GGCTCCGTGGATTCTCTTG |
| *Timp2* | TGCAGACGTAGTGATCAGAGC | ACTCGATGTCTTTGTCAGGTCC |
| *Col1a1* | AGATGTAGGAGTCGAGGGAC | GGCCTTGGAAACCTTGTGGA |
| *Col1a2* | TTCTGTGGGTCCTGCTGGGAAA | TTGTCACCTCGGATGCCTTGAG |
| *F4/80* | AGGAGCCTGGTACATTGGTG | CTGGGATCCTACAGCTGCTC |
| *Mcp1* | GCTCAGCCAGATGCAGTTAA | TCTTGAGCTTGGTGACAAAAACT |
| *Pnpla3* | AGACAAGGTGCCAGTCAGCCTA | GAGGTTGCAGACTTTGCTCAGG |
| *Fasn* | CTCCGTGGACCTTATCACTA | CTGGGAGAGGTTGTAGTCAG |
| *Ppar-α* | GGGAACTTAGAGGAGAGCCAA | CCATGTTGGATGGATGTGGC |
| *Lcad* | ATGGCAAAATACTGGGCATC | TCTTGCGATCAGCTCTTTCA |
| *Acadm* | CAAGCAGGAGCCCGGATTAG | GAGAGGGAACGGGTACTCCC |
| *Acaca* | CCAGGCCATGTTGAGACGCT | ATCACAGAGCGGACGCCATC |
| *Esr1* | GCCAGAATGGCCGAGAGAG | CCCCATAATGGTAGCCAGAGG |

**References**

1. Sebag SC, Zhang Z, Qian Q, Li M, Zhu Z, Harata M, et al. ADH5-mediated NO bioactivity maintains metabolic homeostasis in brown adipose tissue. Cell Rep. 2021;37(7):110003.

2. Pereira RO, Marti A, Olvera AC, Tadinada SM, Bjorkman SH, Weatherford ET, et al. OPA1 deletion in brown adipose tissue improves thermoregulation and systemic metabolism via FGF21. Elife. 2021;10:e66519.

3. BonDurant LD, Ameka M, Naber MC, Markan KR, Idiga SO, Acevedo MR, et al. FGF21 Regulates Metabolism Through Adipose-Dependent and -Independent Mechanisms. Cell Metab. 2017;25(4):935-44 e4.

4. Li B, Tang J, Yang Q, Li S, Cui X, Li Y, et al. NOREVA: normalization and evaluation of MS-based metabolomics data. Nucleic Acids Res. 2017;45(W1):W162-W70.

# Supplementary material for: Gdf15 expression in thermogenic adipocytes regulates diet-induced weight gain in a sex-dependent manner
**Source:** Mol Med. 2026 May 18;32:108. doi: 10.1186/s10020-026-01505-5
**Supplement:** Supplementary file 2 — Supplementary Material 2.

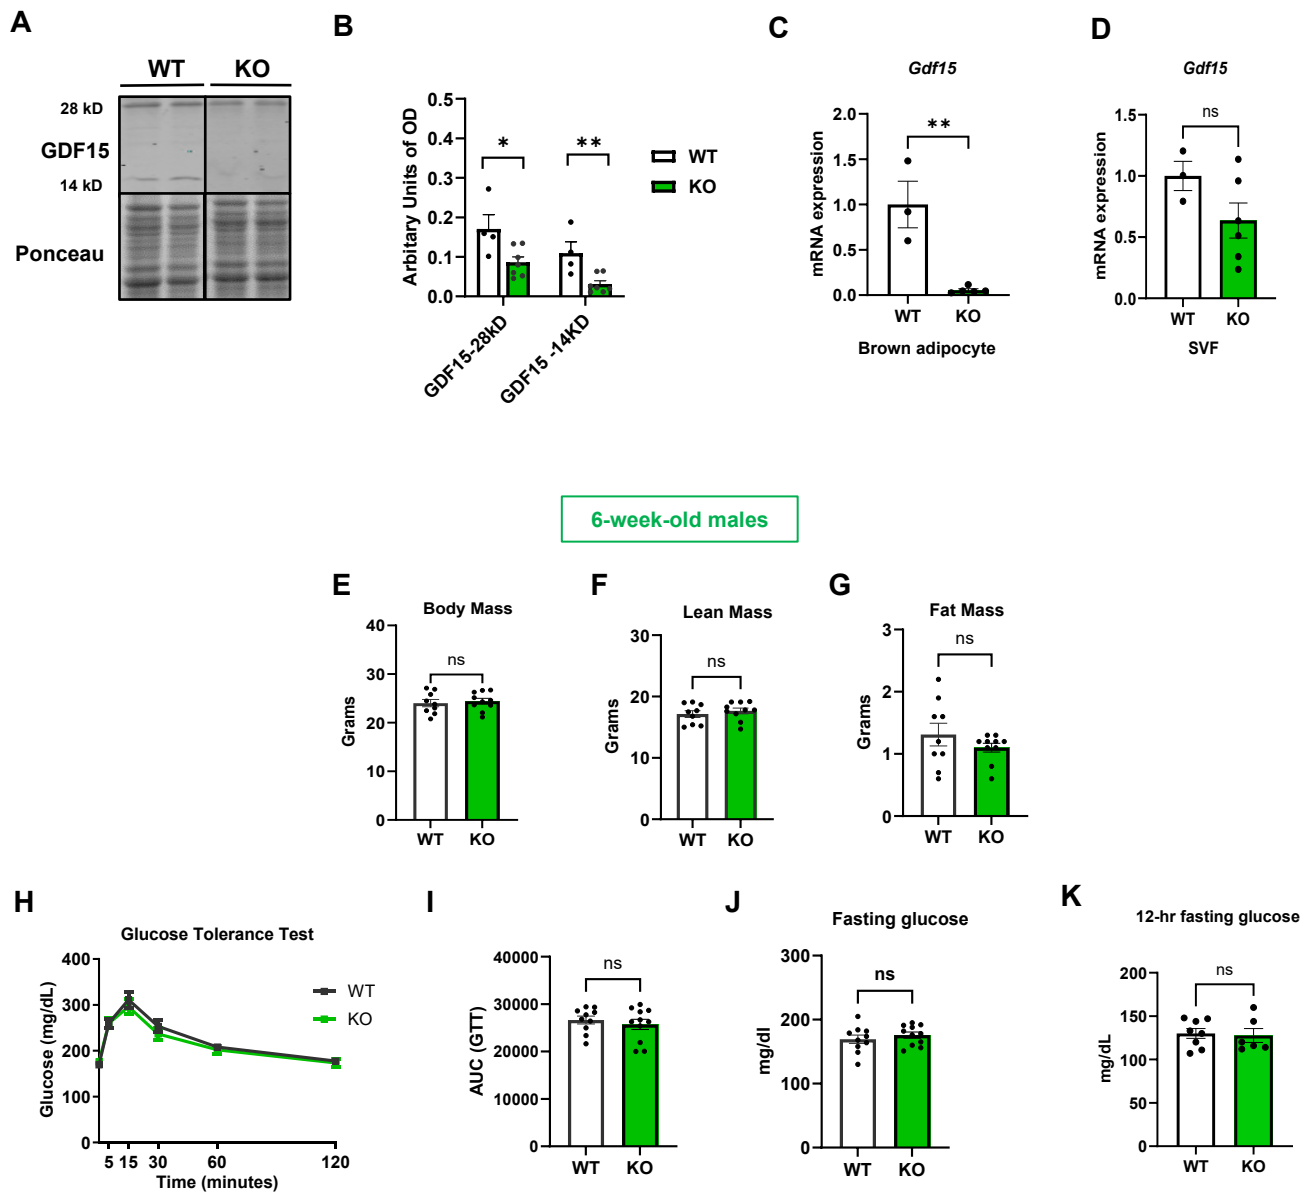

Supplementary Figure 1

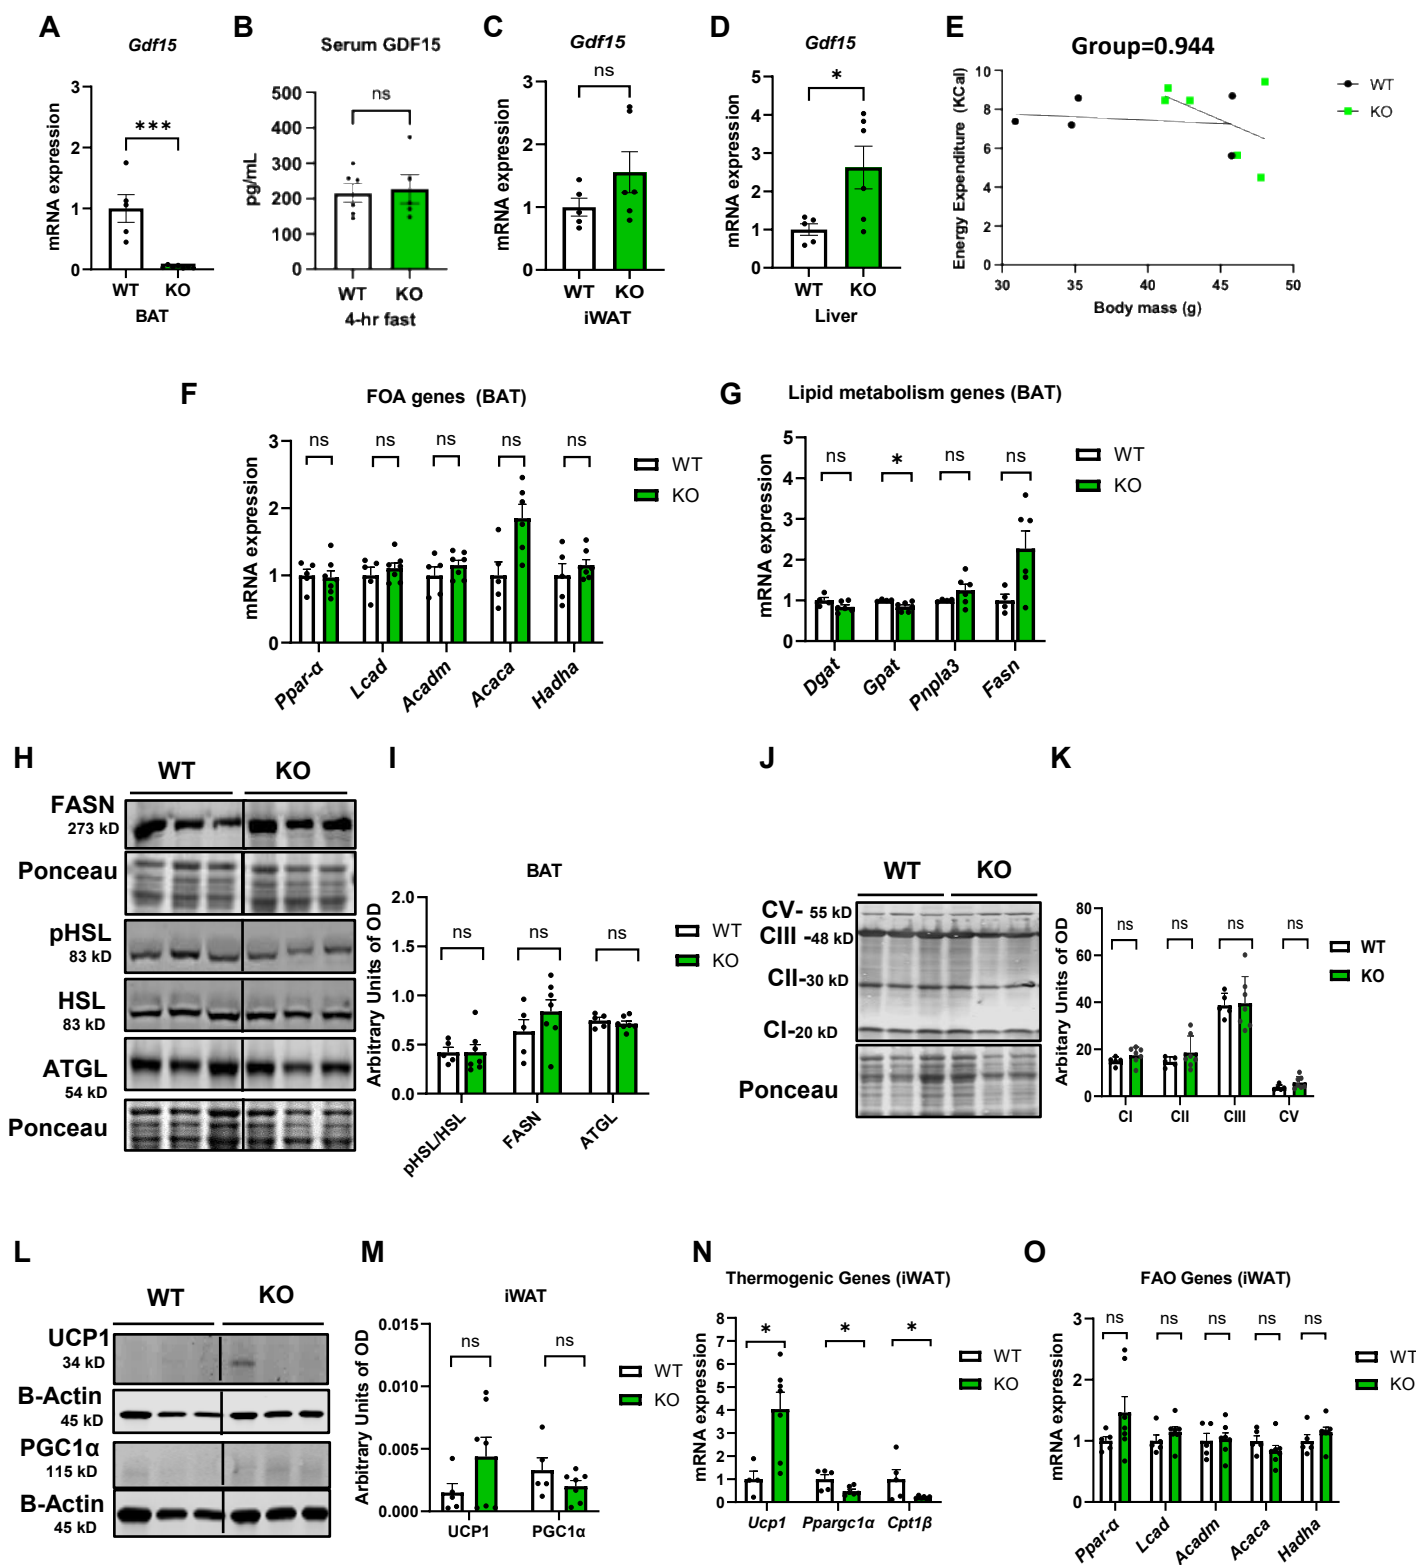

Supplementary Figure 2

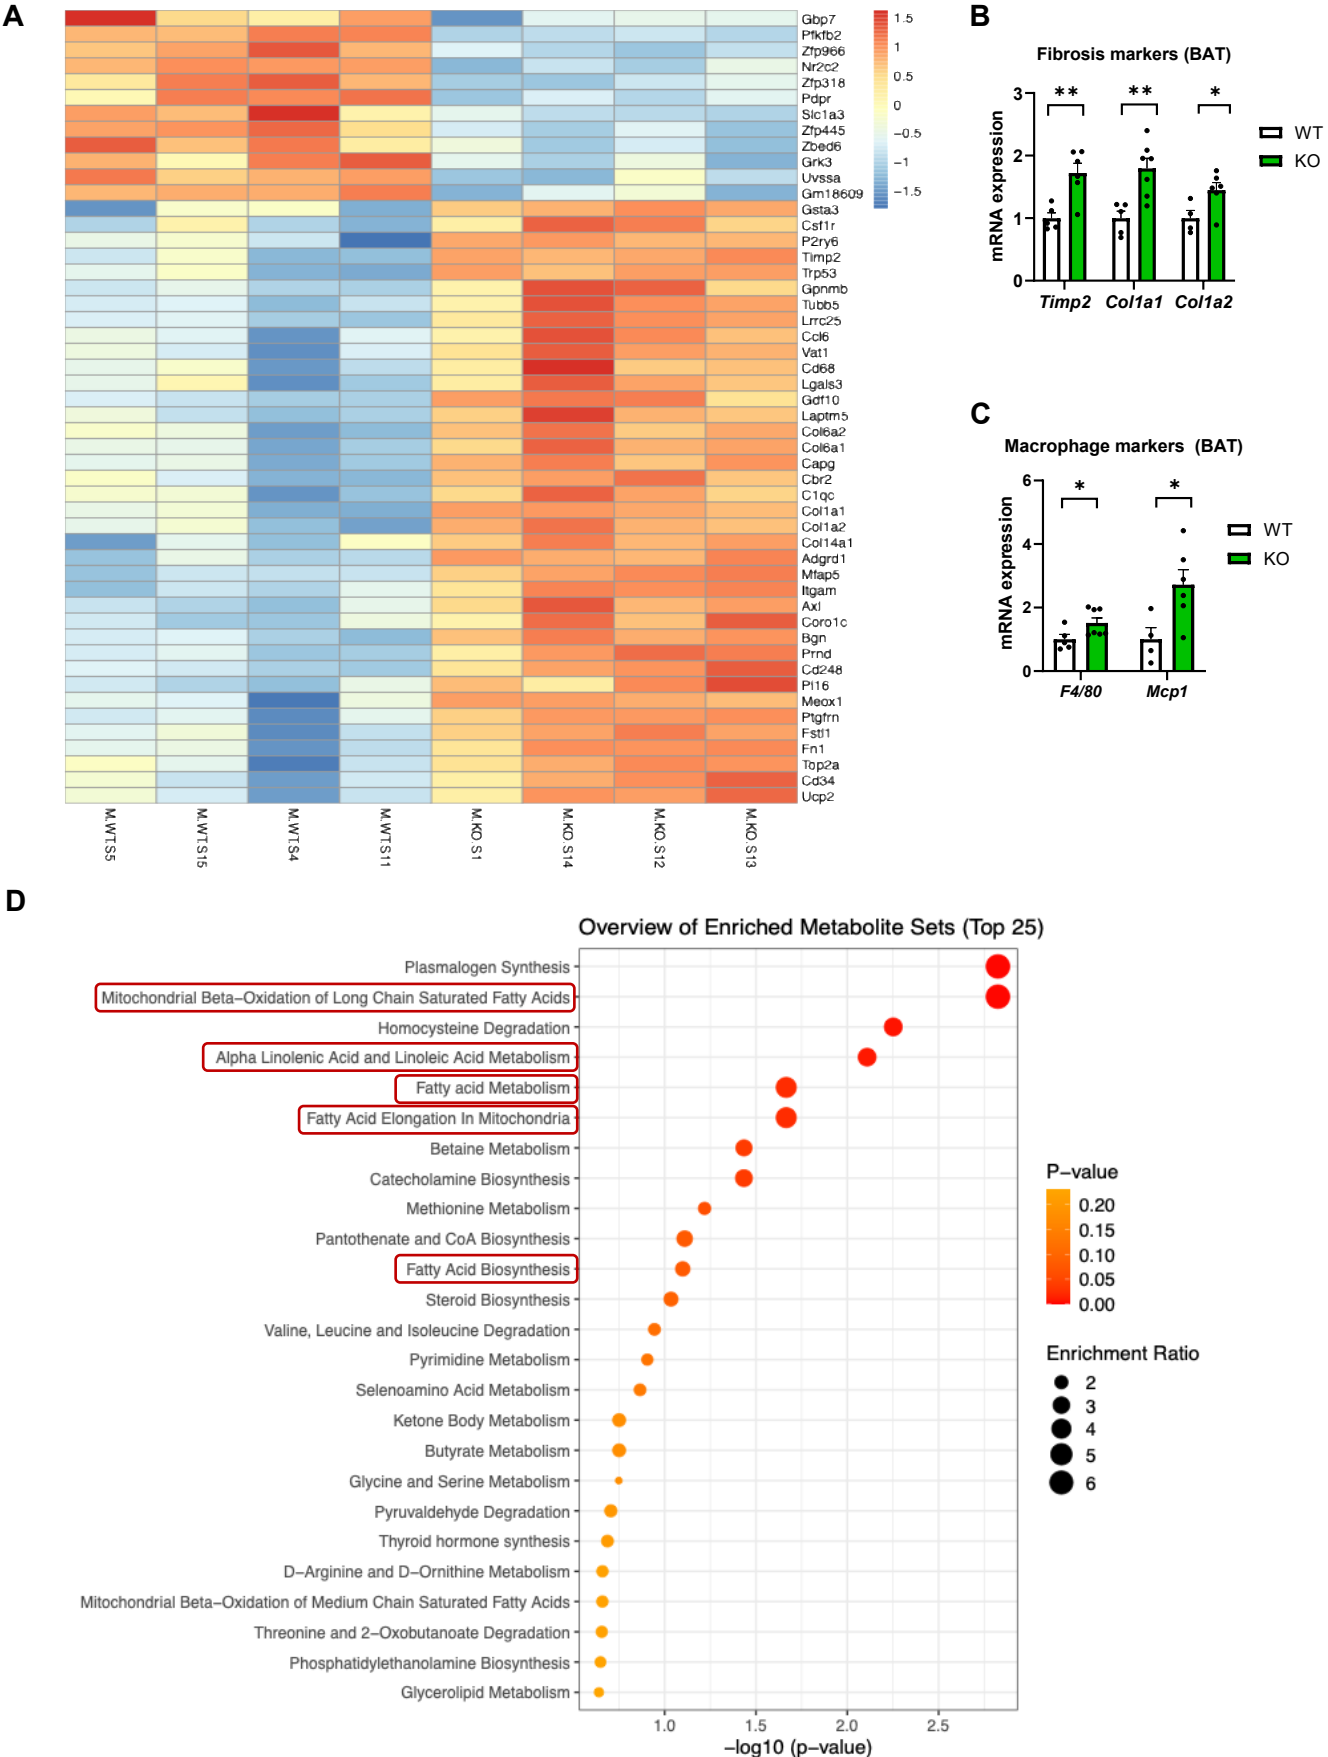

Supplementary Figure 3

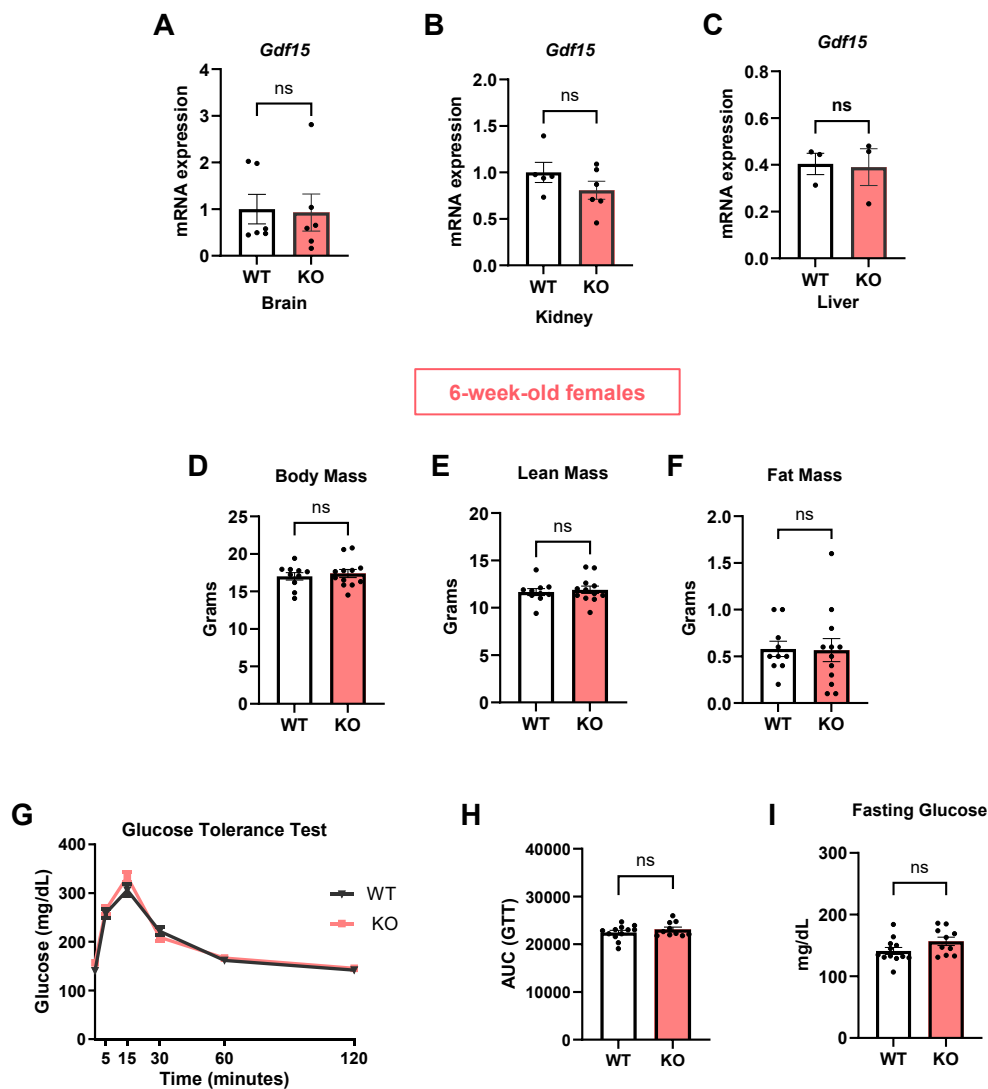

Supplementary Figure 4

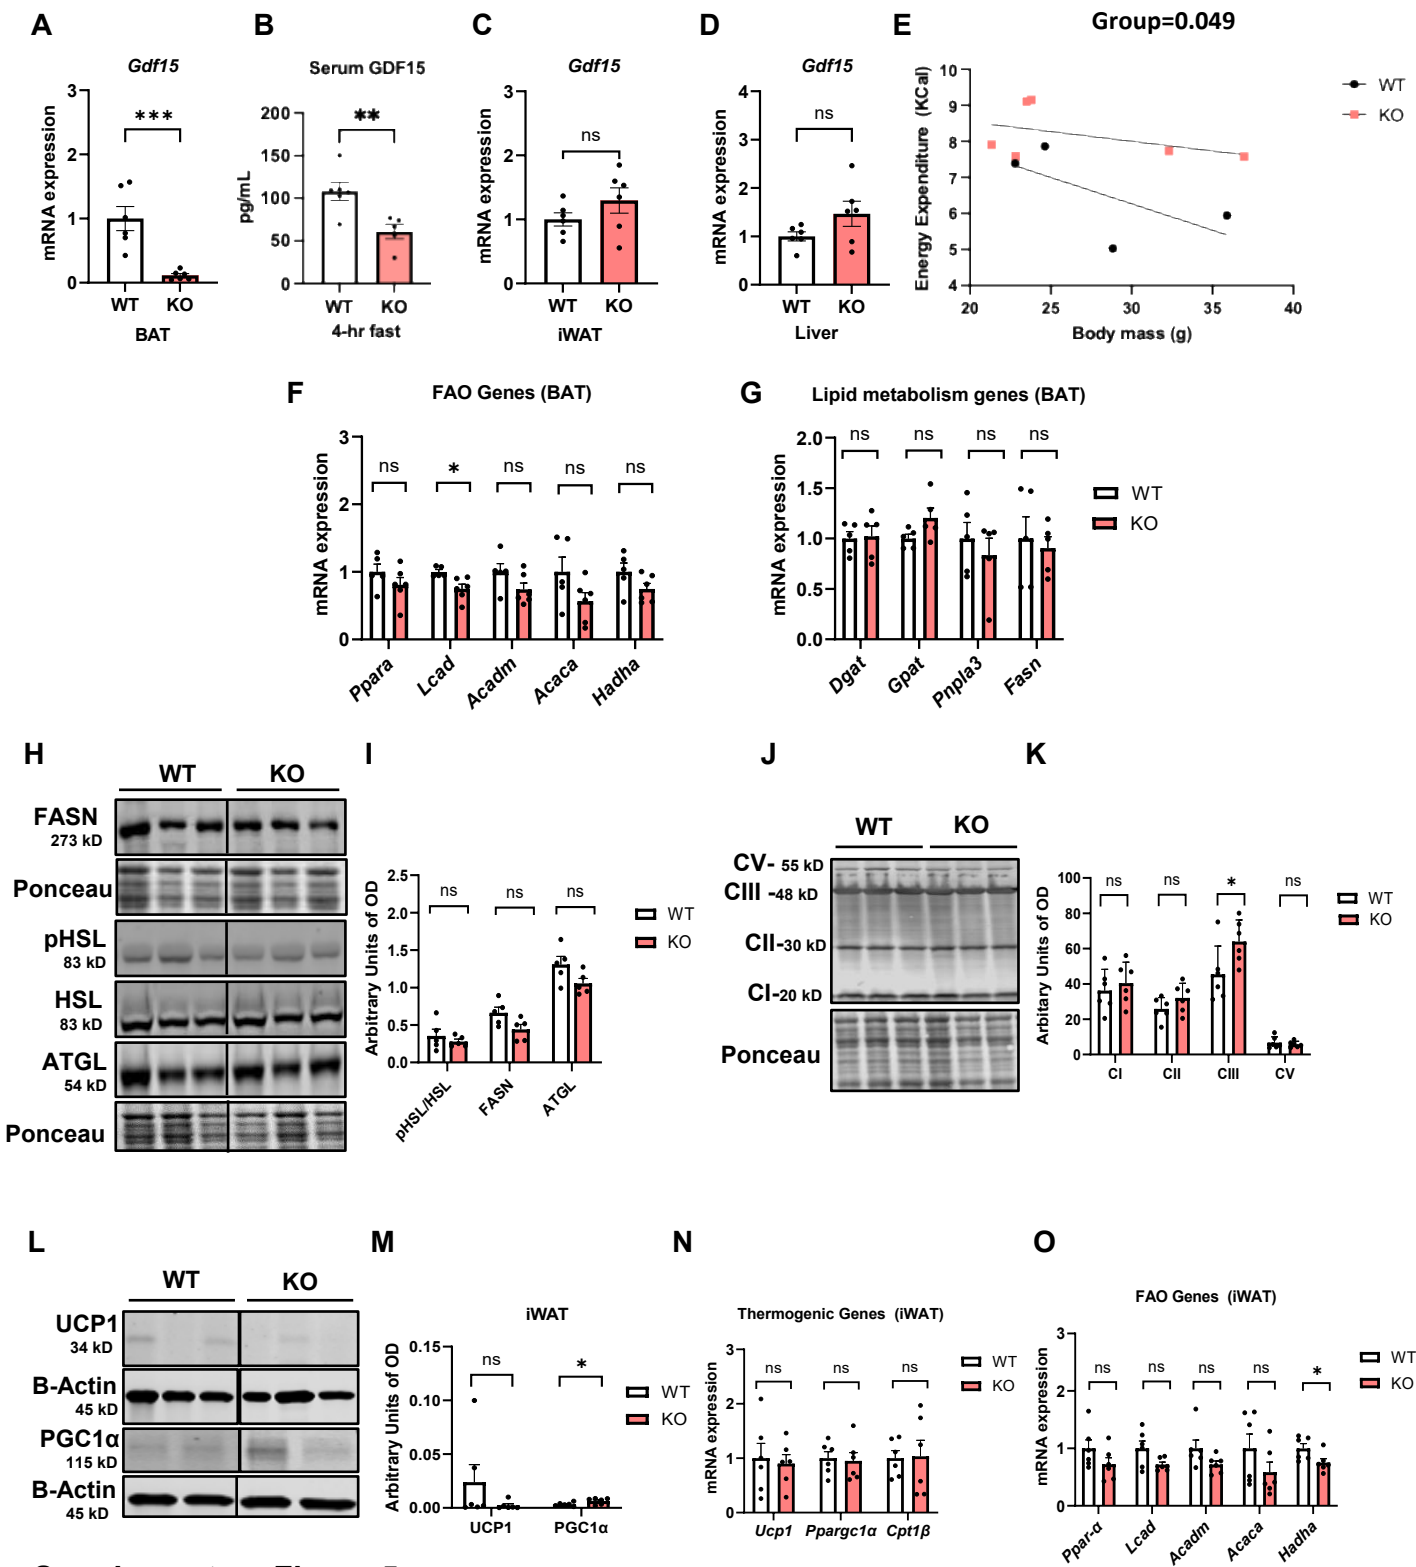

Supplementary Figure 5

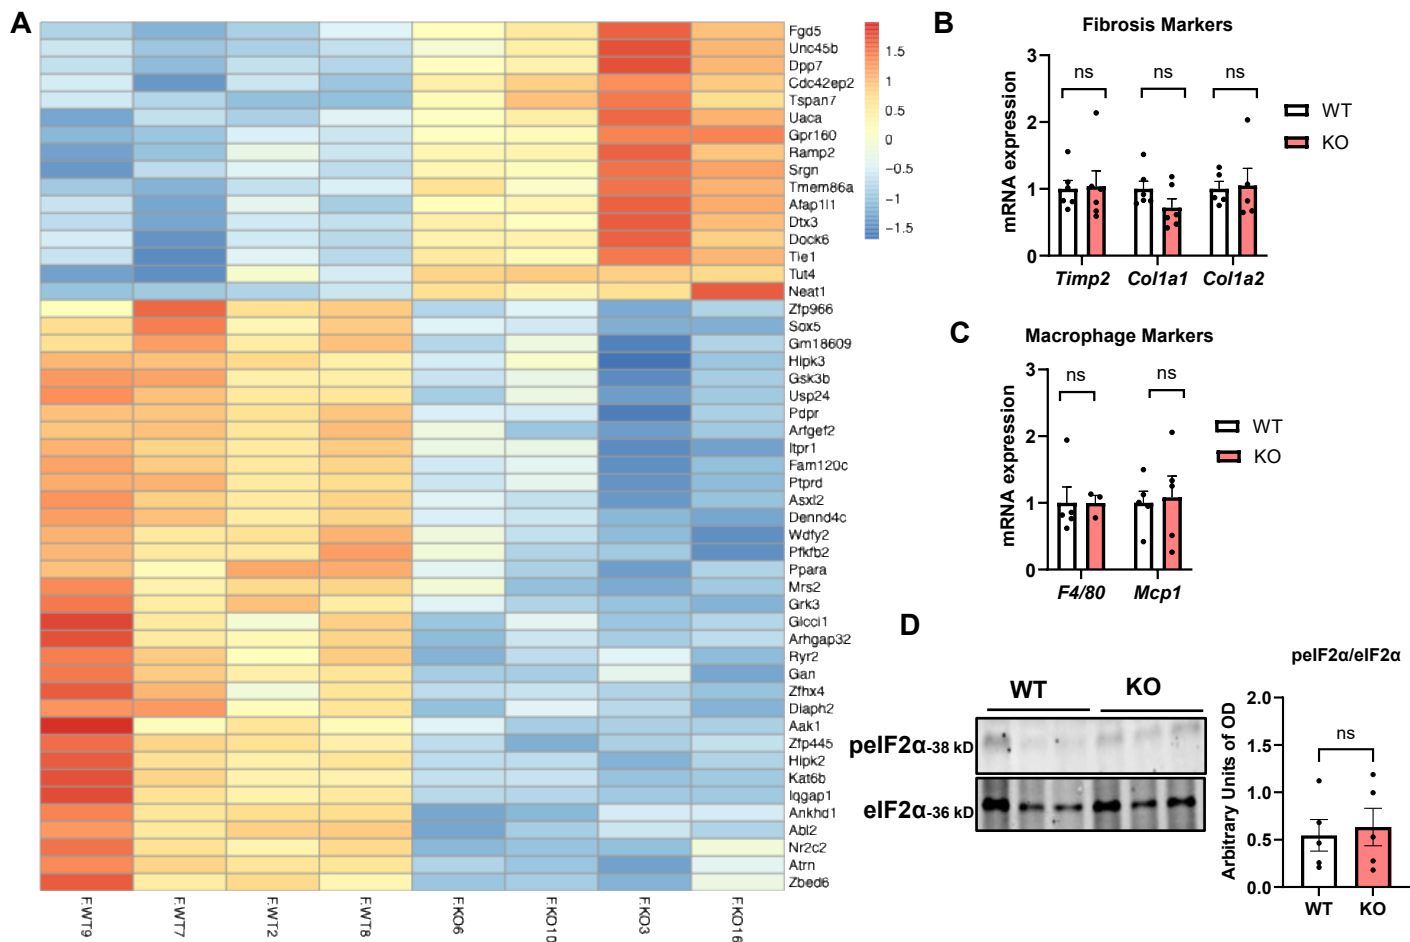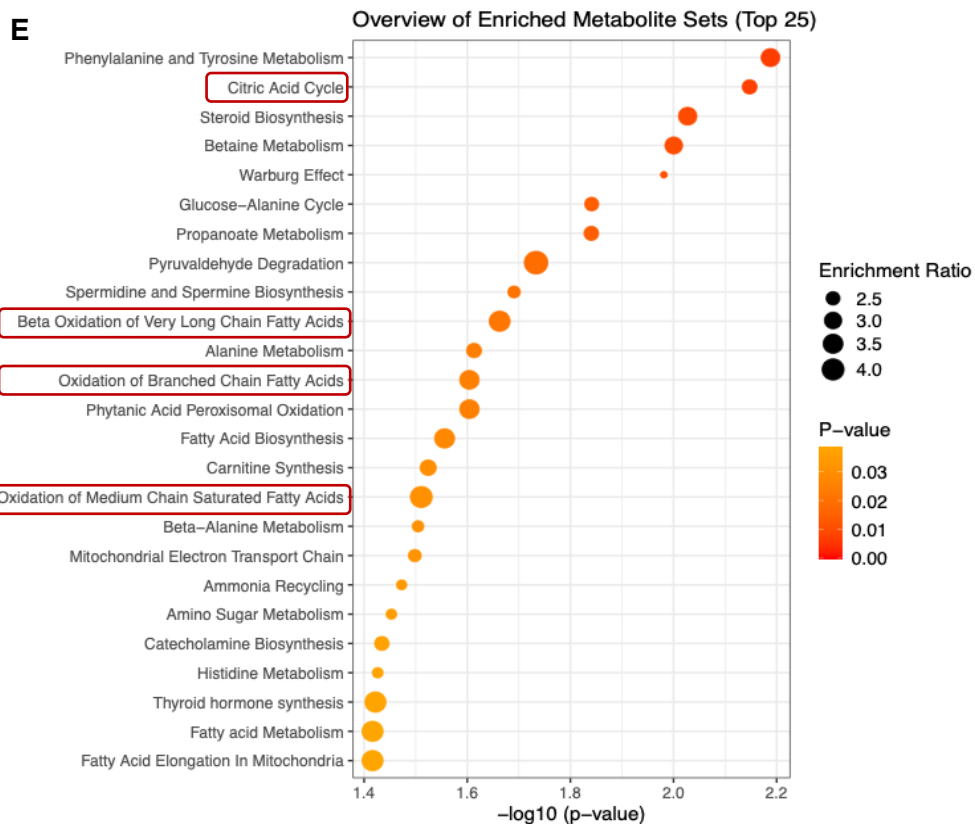

**Supplementary Figure 6**

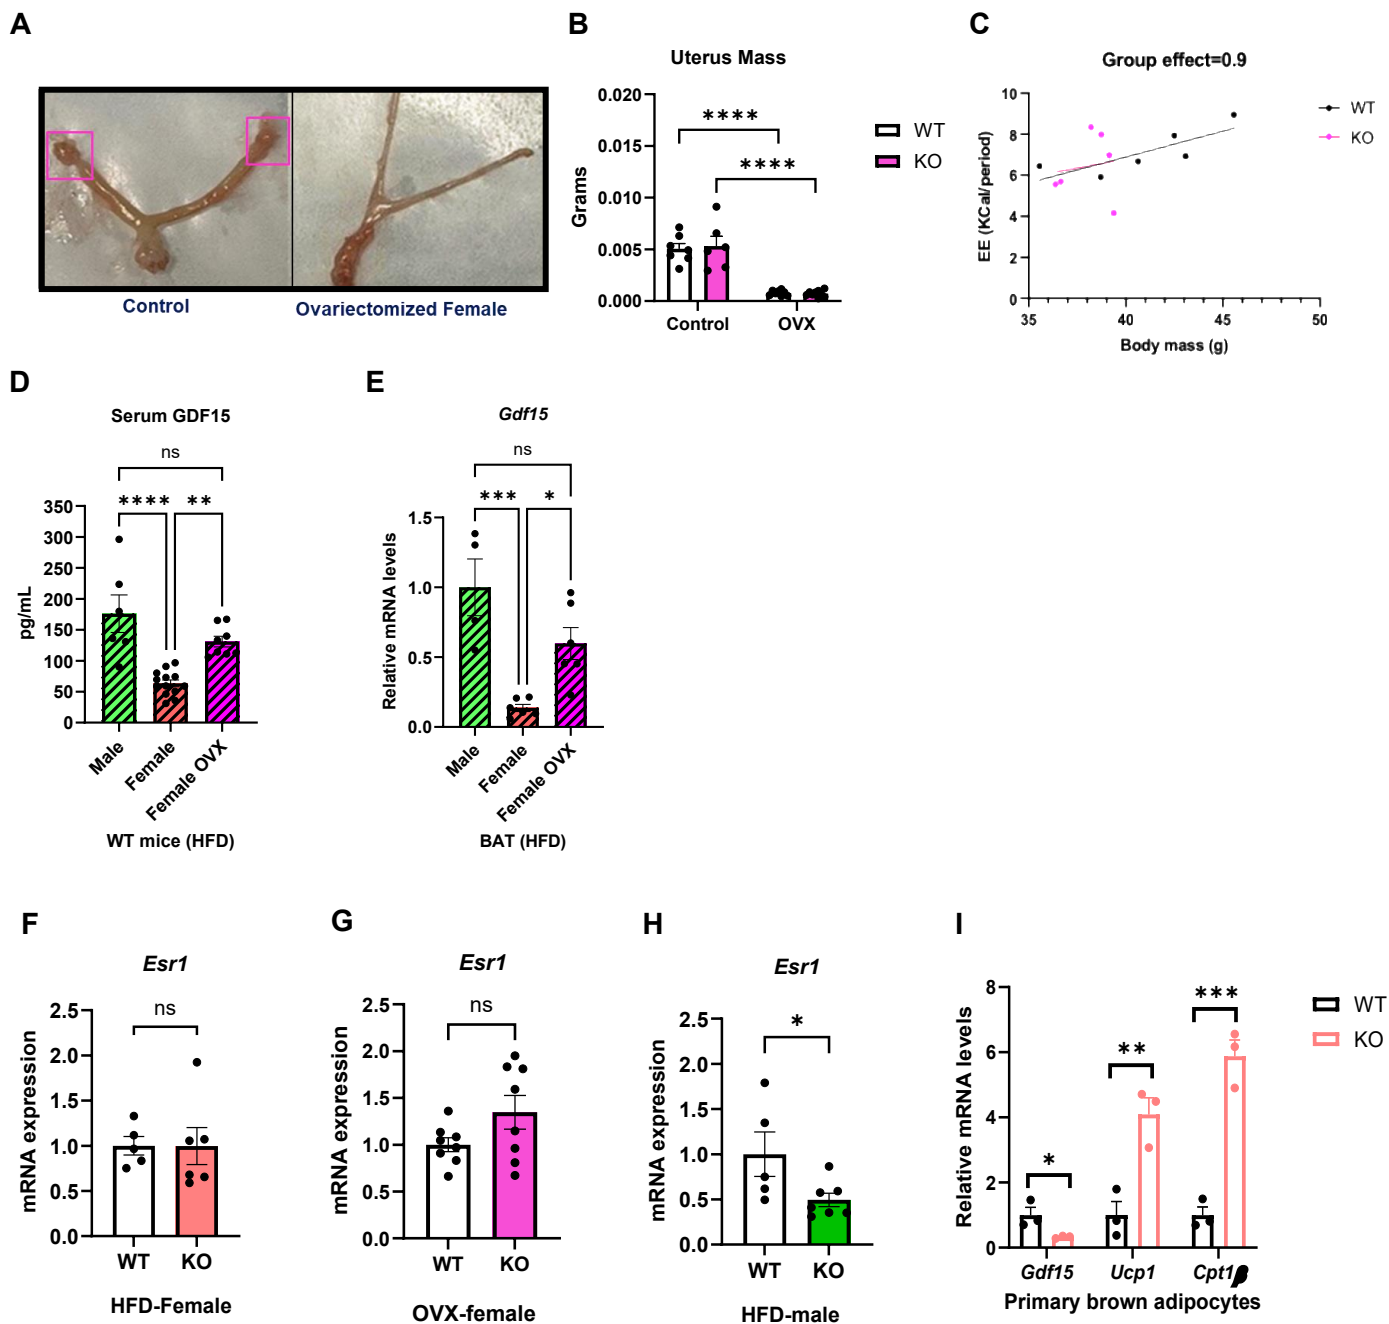

Supplementary Figure 7

How the deposited data were processed for this re-analysis (not part of the article)

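Bulk RNA sequencing of BAT from 4 male WT, 4 male KO, 4 female WT and 4 female KO mice, 18 weeks old and fed HFD for 12 weeks, was re-analysed. The authors prepared stranded mRNA libraries, quantified the single-end reads with kallisto and deposited transcript-level TPM values, which are divided by transcript length and scaled by the authors so that each library sums to 1000000. The authors tested differential expression with DESeq2, which needs counts. Because the values used here are TPM, that test was not run, and the number of reads behind a value is not known. No counting interval or detection limit is therefore given, and precision is described only by the spread between mice. Samples were assigned to sex, genotype and replicate from their labels, and the sex was checked with *Xist* and genes of chromosome Y.

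Transcript identifiers were matched to GENCODE mouse release 21 without their version number, because only 37 matched with it. Of the identifiers, 135051 matched and 2387 did not. TPM were summed per gene, which gave 49130 genes, and 49066 after 1 identifier was kept for each symbol. The release that the authors used is not named in the paper's text, so no coordinates are given. Transcripts without a match were left out of the gene-level tests but were examined by identifier. Between 58140 and 65746 transcripts per library had a TPM above 0. Transcripts of the mitochondrial genome took 34.5 to 59.8% of the TPM, and no library was identical to another.

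Values were transformed to log2(TPM + 0.5), and genes with a mean TPM of at least 1 over the libraries of a comparison were tested. KO and WT were compared within each sex with limma (lmFit, and eBayes with a trend on mean expression), and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The difference of the KO effect between the sexes was tested as an interaction over all 16 libraries. The mean effect over both sexes was added after the values were seen. Single measures were compared with an exact two-sided permutation test, whose smallest p for 4 mice against 4 is 0.0286. Fold changes are on the log2(TPM + 0.5) scale and understate the change of genes with low TPM. TPM are shares of a fixed sum, so the median log2 fold change of all genes (0.16 in males and 0.10 in females) is given beside the changes of gene sets.

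Gene sets were written for the pathways that the paper names: collagens, ECM, macrophages, neutrophils, TCA cycle, pyruvate metabolism, mitochondrial biogenesis, mitochondrial protein degradation, ribosomal proteins and translation factors. They were tested with camera at a preset correlation of 0.01, adjusted over 20 tests in both sexes, with fry and camera with an estimated correlation beside it. A set's value is the mean log2 fold change of its tested genes. Lists of markers for 7 further cell types (lymphocytes, endothelial cells, fibroblasts, Schwann cells and neurons, muscle, brown adipocytes and white adipocytes) were tested in the same way. The genes of the study's heatmaps (50 for each sex) were copied from Supplementary Fig. 3A and Supplementary Fig. 6A.

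Genes are named by a fixed rule: the genes that the paper names from its RNA sequencing, those it measured by qPCR in BAT, the genes that mark sex, the annotated neighbours of *Ucp1*, and for each sex up to 5 genes that rose and 5 that fell. These last are the genes with the largest change among those past the adjusted threshold whose KO and WT values do not overlap, filled up with the genes of the smallest p. For the interaction the 5 genes with the smallest p are named, and members of a set may be named beside its result. Other genes are named only where the text says that they were chosen after their values were seen.

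The fits, set tests, gene sets, heatmap lists, naming rule and all alternatives except those for the mean effect over both sexes were fixed before the data were examined. The alternatives were pseudocounts of 1 and 0.1, no TPM minimum, a minimum mean TPM of 5, rescaling by median-of-ratios factors, no trend, the replicate number as a block, the prefix of the library name as a covariate, removal of a smooth trend on transcript length and GC content from each library, that removal together with the block, all 16 libraries in one fit, fry, camera with an estimated correlation, and leaving out each library in turn. Results were also recomputed for the 35 ways to split the 8 libraries of one sex into equal groups, and for 100 splits of all 16 libraries.

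The procedure was tested on simulated data with the means and spreads of the male libraries, in 5 data sets per setting with 200 changed genes. These 200 were drawn only from genes with a higher mean expression, so recovery among genes with a lower TPM is not shown. At a log2 change of 1, a median of 165 changed genes and 6 unchanged genes passed the threshold, and at a log2 change of 2, 196 and 9. With no change, 0 genes passed in any data set and a median of 611 had an unadjusted p under 0.05. A shift of 0.5 in the collagen set was recovered in 5 of 5 data sets by camera and by fry. The simulated genes were independent of each other, unlike genes in tissue. R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used. The qPCR, metabolomic, protein and physiological measurements of the paper were not analysed.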

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

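The tests of the share of brown adipocytes, the genes beside *Ucp1*, RNA without poly(A) tails, mislabelling, and the split of the female libraries by prefix were chosen only after the results were seen.

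The KO effect on 6 gene sets differed between the sexes when the difference itself was tested with camera. As the male minus the female mean log2 fold change, it was 0.53 for collagens (adjusted p = 0.000124), 0.64 for macrophage genes (8.88e-05), 0.39 for the TCA cycle (0.00042), 0.67 for pyruvate metabolism (1.91e-05), -0.54 for ribosomal proteins (7e-23) and -0.39 for endothelial genes (2.21e-05). In permutations of genotype within each sex, the p was 0.149 for collagens, 0.146 for macrophage genes, 0.0441 for the TCA cycle, 0.00816 for pyruvate metabolism, 0.146 for ribosomal proteins and 0.395 for endothelial genes. The ECM set, which rose in male KO mice, did not pass for this difference (0.15, camera adjusted p = 0.324, permutation p = 0.645). Under fry, none of the 10 main sets passed, and the smallest adjusted p was 0.0872, for pyruvate metabolism. Of the 6 sets, pyruvate metabolism had the smallest p in the permutations, and the TCA cycle was the other set with a permutation p under 0.05. Sex is part of the design, and whether a biological difference between the sexes is the source was not tested further. Age, diet and genotype were the same in both sexes, but the library prefixes were not. Body weight was not matched either: the paper reports more weight and fat mass in KO than WT males, and less in KO than WT females.

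For the rise of the collagen, ECM and macrophage sets in male KO mice, 3 technical explanations were examined. With the trend on transcript length and GC content removed, the largest camera adjusted p of the 3 sets was 8.24e-08, which argues against that trend as the whole cause. With the library prefix as a covariate it was 3.68e-06. That fit rests on prefix 9, with 2 WT and 3 KO mice, and its p on camera's preset correlation. Within prefix 9 the sets differed by 0.64, 0.51 and 0.92, which argues against the prefix as the whole cause, though on few mice. A smaller share of brown adipocytes would raise the markers of all other cells alike, but the macrophage score rose by 0.48 more than the endothelial score (exact permutation test, p = 0.0286). This argues against that share as the whole cause for the macrophage set only. Collagens (0.69) and ECM genes (0.53) were not tested against endothelial genes (0.37), so the share stays open for them. The brown adipocyte list was lower relative to all genes (camera adjusted p = 0.000972), so a smaller share may contribute in part. A change in the number or state of macrophages and fibroblasts may remain as a hypothesis, found and tested on the same libraries. The paper leaves open whether the stronger inflammation of male KO mice only follows from their higher weight and fat mass.

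For the ribosomal protein set in female KO mice, the camera adjusted p was 9.17e-14 with the length and GC trend removed and 2.39e-12 without the WT library that a single transcript dominates. None of 10000 random lists matched on length, GC content and mean expression reached the mean log2 fold change of 0.59, but their median of 0.29 shows that similar genes rose too. With the prefix as a covariate the adjusted p was 7.25e-13 and the mean log2 fold change was 0.42, yet the female libraries with prefix 8b, which are 3 WT and 1 KO, differed from the other 4 by 0.67, more than KO from WT. Prefix and genotype cannot be told apart for this set, because only prefix 10, with 1 mouse of each genotype, and prefix 8b hold both genotypes. Before the split by prefix was seen, a set that stayed past the threshold with the covariate was to count against the prefix, and this reading was changed to an open one because of the split. Of the 35 splits of the female libraries, 8 gave a camera p as small as the real one. Both a prefix effect and a biological change may contribute.

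For the fall of the TCA cycle and pyruvate metabolism sets in female KO mice, the larger camera adjusted p of the pair was 6.66e-07 with the length and GC trend removed, 2.92e-06 without female WT replicate 4 and 7.37e-05 with the prefix as a covariate. Between the libraries with prefix 8b and the other female libraries, the TCA cycle set differed by 0.01 and the pyruvate set by -0.17, against -0.23 and -0.44 between genotypes. These values argue against length, GC content, the dominated library and the prefix as the whole cause. A biological change stays open as a hypothesis, limited by the exact permutation test of the TCA score (p = 0.2), by fry, under which neither set passed, and by the other splits of the libraries, of which 8 of 35 for the TCA cycle and 3 of 35 for pyruvate metabolism, the real one included, gave a camera p as small.

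Within groups of 4 mice, 8 of 115 measures had a sample far from the others, where chance gives 5.8, so most of these are what chance gives. They are *Gdf15* at 0.0794 TPM in female KO replicate 3 (0 in the others), the collagen score of 2.52 in female WT replicate 2 (2.99 to 3.09), the ECM score of 3.36 in male KO replicate 1 (3.51 to 3.54), an unmatched transcript with the identifier ENSMUST99999999995 at 0.0427 TPM in female WT replicate 1 (0 in the others), one with the identifier ENSMUST99999999996 at 0.616 TPM in female WT replicate 4 (0 in the others), *Elmod2* at 13.7 TPM in female KO replicate 4 (7.18 to 7.44), *Tbc1d9* at 4.38 TPM in the same mouse (2.74 to 2.93), and the share of TPM in unmatched transcripts in female WT replicate 4. An explanation was tested only for the last of these.

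In female WT replicate 4, unmatched transcripts held 17.7% of the TPM, against 0.347 to 0.45% in the other female WT libraries. The transcript ENSMUST00000240377.1 had 165000 TPM there and 266 to 527 in the other 15 libraries. *Mir6236* had 70900 TPM (300 to 889 in the others), *Lars2* 15300 (76.3 to 147), *Gm12895* 9500 (1.14 to 10.8), *Rn7s1* and *Rn7s2* 1770 each (5.74 to 17.3), *Rmrp* 107 (0 to 1.94) and *Rpph1* 96.9 (0.152 to 1.95). These genes were chosen after their values were seen. If RNA without poly(A) tails had been carried into that library, *Rmrp* and *Rpph1*, which lack such tails, would be far higher in it, and the lower of their ratios to the median of the other libraries was 164. Histone genes, most of whose mRNA lacks a poly(A) tail, had 167 TPM in sum against 143 to 243, so not every such RNA was raised. Incomplete poly(A) selection or depletion in this library is a candidate explanation. Since TPM are shares, all other genes of this library are lowered in proportion, and the sex-specific results without it are given with the other alternatives.

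The file holds unmatched transcripts whose identifiers end in a run of nines and whose sequence is not known. ENSMUST99999999995 separated KO from WT in both sexes, with 12.1 to 36.3 TPM in male KO, 20.2 to 78.8 in female KO, 0 in male WT and at most 0.0427 in female WT libraries. The paper does not report it. If a sample were mislabelled, a KO library would lack it or a WT library would have it at the KO level, but the lowest KO library, at 12.1 TPM, was far above the highest WT library, which argues against a swap between genotypes. A sequence added by the authors for a transgene such as Cre may be behind it, which was not tested because its sequence is not at hand. ENSMUST99999999996 had 27.8 ± 14.1 TPM (SD, n = 4) in male KO and 1.7 ± 1.41 TPM (SD, n = 4) in male WT libraries, a ratio of 16.3 (exact permutation test, p = 0.0286). In females it stayed at or under 1.16 TPM and the genotypes overlapped (exact permutation test, p = 0.0857). The difference of its log2 change between the sexes was 2.86 (exact permutation test, p = 0.0816).

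*Elmod2*, which is annotated beside *Ucp1* on chromosome 8, rose in KO mice of both sexes, with a log2 fold change over both sexes of 0.84 (adjusted p = 0.00632). It had 4.23 ± 0.578 TPM (SD, n = 4) in male WT and 8.64 ± 0.866 TPM (SD, n = 4) in male KO mice, and 5.03 ± 0.152 TPM (SD, n = 4) and 8.92 ± 3.17 TPM (SD, n = 4) in females. Without female KO replicate 4 its female log2 fold change was 0.50. *Tbc1d9*, the annotated neighbour on the other side, had a log2 fold change of 0.80 in males and 0.37 in females, the latter 0.23 without female KO replicate 4. In females its values overlapped, as female WT replicate 4, at 3.13 TPM, was above 3 of the 4 KO mice (exact permutation test, p = 0.171). The paper does not discuss these genes. The mice carry Cre under the *Ucp1* promoter, and a transgene made from a large genomic fragment may carry copies of the genes beside *Ucp1*. Among 10808 protein-coding genes with a tested gene on both sides, 1, *Ucp1* itself, had a pair of neighbours that rose as much. The more distant neighbours *Zfp330* (-0.02 in males and 0.13 in females), *Scoc* (0.34 and -0.32) and *Rnf150* (0.12 and -0.70) did not rise in both sexes. Extra gene copies are thus a candidate explanation, and an effect of the loss of *Gdf15* on these genes stays open, since Cre and the loss of *Gdf15* go together in these mice.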

How the results depend on the processing

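Of the tests recomputed in this part, the mean effect over both sexes and its alternatives were chosen after the values were seen. Over 18 results of the comparisons there were 375 alternative fits, of which 276 kept the direction and side of the threshold (or, for a count, stayed within 1.5 times), 31 lost the threshold, 5 gained it, 56 moved and 7 reversed. Another 57 results with 1169 fits gave 1072 that kept direction and side, 26 that lost and 47 that gained the threshold, and 24 that reversed. The number of reads behind the TPM is unknown, which limits every statement on genes with low TPM, *Gdf15* in females included. Unless a reason is given, the cause was not tested.

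The number of genes past the adjusted threshold moved with several choices. In males it was 1, and 2 with a pseudocount of 0.1, 0 with no TPM minimum (more genes enter the adjustment), 7 after median-of-ratios scaling, 6 with the library prefix as a covariate, 22 with the replicate block and the length and GC correction together, and 38 with all 16 libraries in one fit, which estimates the variance from more libraries. In females it was 0, and 8 with the prefix as a covariate and 5 with all 16 libraries. The number of male heatmap genes that passed was 1, and 0 with no TPM minimum, 5 after scaling, 11 with the block and the length and GC correction, and 27 with all 16 libraries. For the female heatmap it was 0, and 3 with all 16 libraries. For the difference between the sexes it was 0 with 1735 genes at an unadjusted p under 0.05, and 1 with no trend. Over both sexes it was 358, and 54 with no TPM minimum, 177 with a minimum mean TPM of 5, 12 with the prefix as a covariate and 27 with the block and the length and GC correction.

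The replicate numbers are the same in every group, so the replicate number was also used as a block. After the group mean of each gene was removed, KO and WT mice with the same number had r between -0.109 and 0.351 across genes, so the numbers do not pair mice in a visible way. With the replicate block, 0 genes passed in males, 1 in females, 0 of the male heatmap and 60 over both sexes, and the translation factor set in females had 0.20 (camera adjusted p = 0.0645).

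Leaving out a single library moved the male count between 0 (without male WT replicate 1, among others) and 5 (without male WT replicate 4), the male heatmap count between 0 and 3 (without male KO replicate 1), the female count between 0 and 9 (without female KO replicate 2), the female heatmap count between 0 and 1 (without female WT replicate 4), the count for the difference between the sexes between 0 and 3 (without male KO replicate 1), and the count over both sexes between 31 (without male KO replicate 3) and 1055 (without male WT replicate 2). *Gdf15* stayed lower in KO mice, from -1.71 to -0.94 in males and from -0.54 to -0.36 in females. Its exact p reached 0.0571 in males when any KO library was left out, and 0.0286 in females without female WT replicate 1. The male step does not come from an overlap, as the highest male KO value (0.272 TPM) was below the lowest male WT value (0.368 TPM). The male fits without a KO library are nevertheless counted among those that lost the threshold. With the length and GC correction its log2 fold change was -1.48 in males and -0.61 in females.

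The male collagen, ECM and macrophage sets kept their direction and passed the camera threshold under each alternative that kept camera's preset correlation. Leaving out a library gave 0.55 to 0.80 for collagens, 0.42 to 0.62 for ECM genes and 0.72 to 0.96 for macrophage genes. Under fry the adjusted p was 0.0673 for each (mean log2 fold changes 0.69, 0.53 and 0.85), and with an estimated correlation 0.633. The male neutrophil set of 2 genes, at -0.70, had an adjusted p of 0.341 under fry and 0.633 with an estimated correlation, -0.82 (0.132) after scaling and -0.27 (0.0605) with all 16 libraries. It ranged from -0.89 to 0.02 when a library was left out, reversing to 0.02 without male WT replicate 4 and no longer passing without male WT replicate 1 (-0.33, 0.321) or 3 (-0.46, 0.0761), and no gene of it was left with a minimum mean TPM of 5, so that alternative has no value.

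The female TCA cycle set (-0.23) ranged from -0.34 to -0.16 and the pyruvate metabolism set (-0.44) from -0.52 to -0.36 when a library was left out. Their adjusted p was 0.364 and 0.134 under fry, and 0.717 and 0.633 with an estimated correlation. The ribosomal protein set (0.59) ranged from 0.44 to 0.72, with 0.182 under fry and 0.717 with an estimated correlation. The translation factor set (0.20, range 0.12 to 0.26) no longer passed under fry (0.253), with an estimated correlation (0.836), with a minimum mean TPM of 5 (0.19, adjusted p = 0.116), after scaling (0.09, 0.0566) or with the prefix as a covariate (0.12, 0.14), nor without female WT replicate 4 (0.179), female KO replicate 3 (0.061) or female KO replicate 4 (0.0862). Mitochondrial biogenesis passed with a minimum mean TPM of 5 (-0.05, 0.0287) and with the prefix as a covariate (-0.16, 0.0243), and without female WT replicate 2 (-0.11, 0.0152). When a library was left out it ranged from -0.11 to 0.05, turning positive without female WT replicate 1 (0.05) and female KO replicate 3 (0.03). Mitochondrial protein degradation ranged from -0.09 to 0.06, passed without female WT replicate 4 (-0.09, 0.0429), and turned positive without female WT replicate 1 (0.06), female WT replicate 3 (0.04), female KO replicate 3 (0.01) and female KO replicate 4 (0.02).

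Further reversals were small. After median-of-ratios scaling, which removes the shift of the median of all genes by construction, the male TCA cycle set was -0.01, mitochondrial biogenesis -0.06, protein degradation -0.02 and ribosomal proteins -0.12. The male ribosomal set was also -0.03 without male WT replicate 1 and -0.02 without male WT replicate 3, and up to 0.21 without male WT replicate 2. The female neutrophil set of 3 genes was -0.05 after scaling, -0.04 with the length and GC correction, -0.04 with that correction and the block, and -0.08, -0.01 and -0.16 without female WT replicate 1, female WT replicate 3 and female KO replicate 1, against 0.21 without female KO replicate 3. The difference of the translation factor set between the sexes, at -0.00, was 0.00 with a pseudocount of 1, 0.01 with a minimum mean TPM of 5, 0.05 with the prefix as a covariate, 0.01 with the length and GC correction, 0.01 with that correction and the block, and 0.01 to 0.07 in the 7 fits without a library that turned it positive (0.06, 0.02, 0.01 and 0.03 without male WT replicates 2 and 4 and male KO replicates 1 and 4, and 0.01, 0.07 and 0.03 without female WT replicates 2 and 4 and female KO replicate 4). Its lowest value was -0.07, without male WT replicate 1. *Gm40655* was tested in 7 of the 8 fits that left out a male library, because it fell below the TPM minimum in the other.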

Differences from the paper's values

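That *Gdf15* is judged on its ratio alone, without regard to the spread between mice, was settled after its value was seen. The paper's values here are ratios of mRNA measured by qPCR and normalized to *Tbp*, in groups of mice of other sizes, while the values of this re-analysis are ratios of mean TPM from sequencing, and their error is the SD of the KO mice divided by the WT mean. Other genes are listed as different when the gap exceeds both this error and a factor of 1.5.

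For *Gdf15* in male BAT, the paper's KO to WT ratio is about 0.05 in Supplementary Fig. 2A, read by eye, and the ratio of TPM was 0.109. Its error was 0.0641, so that by the rule for the other genes it would not be listed, and without male WT replicate 4 the ratio was 0.201. None of the alternatives set before the data were examined closed this gap. With the prefix as a covariate or the length and GC correction, the ratio is taken from the fold change of log2(TPM + 0.5), here and for the genes below, which lies closer to 1 for a gene with a low TPM (0.234 and 0.359 for *Gdf15*). For *Ccl2* in males the paper's ratio is about 2.7 in Supplementary Fig. 3C, read by eye, and the ratio of TPM was 1.4. The WT mice alone had 2.09 ± 2.94 TPM (SD, n = 4) of *Ccl2*, a spread wider than this gap, so that with the WT spread included it would not be listed. Of the alternatives set before the data were examined, the length and GC correction, alone or with the replicate block (2.07 each), and leaving out male WT replicate 4 (4.64) brought the ratio within the limits used here, and the other alternatives did not. The log2 fold change of *Ccl2* without the correction was already 0.95, so that most of the step from 1.4 to 2.07 comes from the log scale. For *Col1a1* in females the paper's ratio is about 0.7 in Supplementary Fig. 6B, read by eye, and the ratio of TPM was 1.09. Median-of-ratios scaling (1.02) and leaving out female WT replicate 2 (0.958), female KO replicate 1 (0.953) or female KO replicate 3 (1.08) brought it within the limits, and the other alternatives set before the data were examined did not.

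The paper reports pathways of neutrophil degranulation as upregulated in male KO mice. The 2 neutrophil genes above the TPM minimum were lower here, with a mean log2 fold change of -0.70, and 0.02 without male WT replicate 4. The list was not taken from the paper's pathway, whose genes were not used here. The paper reports lower expression of genes of mitochondrial biogenesis and mitochondrial protein degradation in female KO mice. Here these sets had mean log2 fold changes of -0.02 and -0.01 and did not pass, but mitochondrial biogenesis passed with a minimum mean TPM of 5 (-0.05, camera adjusted p = 0.0287), with the library prefix as a covariate (-0.16, camera adjusted p = 0.0243) and without female WT replicate 2 (-0.11, camera adjusted p = 0.0152), and mitochondrial protein degradation passed without female WT replicate 4 (-0.09, camera adjusted p = 0.0429). The higher translation processes in female KO mice were also found here with camera (0.20), but not under fry (adjusted p = 0.253).

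The paper shows 50 differentially expressed genes for each sex. Over all genes tested, 1 of the 45 tested in males and 0 of the 45 tested in females passed here, with 45 and 45 at an unadjusted p under 0.05. More of them passed with all 16 libraries in one fit (27 in males and 3 in females), with the replicate block and the length and GC correction (11 in males) and with median-of-ratios scaling (5 in males), without male KO replicate 1 (3 in males), and without female WT replicate 4, female KO replicate 1 or female KO replicate 2 (1 in females each). With the length and GC correction, 44 of the 45 female genes kept their direction and 35 had an unadjusted p under 0.05. With the replicate block as well, these counts were 44 and 32. Of the genes that the paper names in its text from sequencing, *Ccl6*, *Cd68* and *Fn1* were among the calls in males both with all 16 libraries and with the block and the length and GC correction, *Timp2* with all 16 libraries, and *Pfkfb2* after scaling, where it was lower in males.

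By qPCR the paper finds *Pparg* and *Gpam* (*Gpat*) reduced in male KO BAT. The ratio of TPM was 1.07 for *Pparg* (exact permutation test, p = 0.514) and 0.93 for *Gpam* (exact permutation test, p = 0.371). The paper finds the fibrosis genes unchanged in female KO BAT. The ECM set here had a mean log2 fold change of 0.37 in females (camera adjusted p = 0.000167, fry adjusted p = 0.156, exact permutation p = 0.0571), while *Col1a1*, *Col1a2* and *Timp2* had 0.14, 0.27 and 0.37 (exact permutation test, p = 0.714, 0.343 and 0.143). The paper describes TCA cycle enzymes as downregulated in females. Of the 18 genes listed here 3 were not lower, *Fh1*, *Sdhb* and *Idh2*, and 1 under median-of-ratios scaling, *Fh1*.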

Other observations

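The tests of the library prefix behind the numbers of genes, of the genes over both sexes with the prefix as a covariate, and of the share of macrophages behind 4 features of male KO mice were chosen only after the results were seen.

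Other splits of the same libraries show how often a result as large arises without regard to genotype. In males, 19 of the 35 splits gave at least as many genes past the adjusted threshold as the real one, and 1 of the 35, the real one, as many heatmap genes. For the collagen, ECM and macrophage sets the real split had the smallest camera p, as 1 of 35 each, and for the neutrophil set 7 of 35 splits had a p as small. In females 35 of 35 splits gave as many genes and 35 of 35 as many heatmap genes, since the real count was 0. A camera p as small was given by 8 of 35 splits for the TCA cycle, 3 for pyruvate metabolism, 8 for mitochondrial biogenesis, 17 for mitochondrial protein degradation, 8 for ribosomal proteins and 12 for translation factors. The heatmap lists were chosen by the study on the real split, so their count is not independent. For the difference between the sexes, where the real count was 0, 100 of 100 splits gave as many genes, and for the effect over both sexes 1 of 100, the real one.

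The libraries may differ by what their name prefix stands for, which is not stated. In females the real split gave 2075 genes at an unadjusted p under 0.05. Only 1 other of the 35 splits gave more, with 3296 genes, and it puts the 4 libraries with prefix 8b (3 WT and 1 KO) against the other 4. In males the real split gave 2280 genes, and the only split with more, at 2872, puts male WT replicate 4 and male KO replicates 2, 3 and 4, all with prefix 9, against the libraries with prefixes 5, 5, 9 and 10. With the prefix as a covariate, 639 female genes were higher and 571 lower at an unadjusted p under 0.05. Prefix and genotype cannot be told apart for the number of female genes, because 3 of the 4 libraries with prefix 8b are WT and prefixes 5 and 9 hold KO mice only.

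Over both sexes together, 358 genes passed the adjusted threshold, 315 higher and 43 lower in KO mice. With the length and GC trend removed from each library, 223 of these passed as well, which argues against that trend as the whole cause. With the prefix as a covariate, 11 of the 358 passed, all 358 kept their direction, all had an unadjusted p under 0.05, and the median ratio of their log2 fold changes to those without the covariate was 0.88. Prefix and genotype cannot be told apart here from the loss of calls, because the prefix follows the groups in part and its coefficients leave fewer degrees of freedom. Among the genes with the smallest p were *Pdpr* (-1.18, adjusted p = 0.00112), *Nr2c2* (-0.93, 0.00632), *Zfp966* (-0.74, 0.00632), *Gm48269* (-1.09, 0.00632) and *Elmod2* (0.84, 0.00632). *AC116841.1* (-1.31), *Pfkfb2* (-0.61), *Grk3* (-0.55) and *Zfp445* (-0.45) were also lower in both sexes, and *Grk3* and *Zfp445* were chosen after their values were seen. Of the genes with an unadjusted p under 0.05 in both sexes, 371 of 475 changed in the same direction and 104 in opposite directions. Of the 371, 340 were higher in KO mice, and the shares of higher genes in each sex alone would give 331 of 475 in the same direction. After median-of-ratios scaling it was 348 of 438, where 219 are expected in this way, a count made after the values were seen. Across the 11795 genes tested in both sexes, the log2 fold changes had a Pearson r of 0.013 and a Spearman rho of 0.055, and genes are not independent replicates. No biological explanation was tested for these genes.

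In male KO mice, 4 features stood out by their rise. The KO to WT ratio of mean TPM was 16.3 for the unmatched transcript ENSMUST99999999996, 10.1 for *Lrrc25*, 319 for *Gm40655* and 180 for *Vmn2r-ps54*, of which the WT means of the last pair were near 0 (0.00822 and 0.025 TPM). *Gm40655* was chosen after its values were seen. The macrophage genes had a median ratio of 1.96 and a highest ratio of 4.92, for *Trem2*. The lowest ratio of the features, 10.1, does not decide whether a larger share of macrophages is behind them, because the features were picked for their rise, and the macrophage share and an effect on these features alone cannot be told apart. In females the ratio of *Lrrc25* was 1.56 and that of *Gm40655* 0.664. In the RefSeq annotation *Lrrc25* lies directly beside *Gdf15*. The next genes, *Ssbp4* (log2 fold change 0.49 in males and 0.12 in females) and *Pgpep1* (0.32 and -0.48), changed less. Read-through from the altered *Gdf15* allele, or an allele that differs between the male and female KO mice, may be involved, but neither was tested.

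The cell type lists were compared between genotypes in each sex. In males the mean log2 fold changes, with exact permutation p of the scores, were 0.46 for lymphocytes (3 genes, p = 0.0857), 0.37 for endothelial cells (p = 0.114), 0.55 for fibroblasts (p = 0.0286), 0.24 for Schwann cells and neurons (p = 0.0286), 0.49 for muscle (p = 0.743), -0.05 for brown adipocytes (p = 0.514) and -0.09 for white adipocytes. In females the values, again with exact permutation p, were -0.01 for lymphocytes (3 genes, p = 1), 0.76 for endothelial cells (p = 0.0286), 0.32 for fibroblasts (p = 0.0571), 0.12 for Schwann cells and neurons (p = 0.543), 0.10 for brown adipocytes (p = 0.629) and -0.40 for white adipocytes (p = 0.2). The muscle score in females was 2.02 ± 2.93 (SD, n = 4) in WT and 3.12 ± 3.42 (SD, n = 4) in KO mice (exact permutation test, p = 0.686). Of the fibroblast genes, 3 are on another list in each sex and 4 of the 15 tested in males are in the male heatmap. Another list holds 1 of the 17 brown adipocyte genes, and the female heatmap 2 of the 20 endothelial genes. With camera, endothelial cells (adjusted p = 0.0264) and fibroblasts (0.000113) passed in males as higher relative to all genes, and brown adipocytes (0.000972) as lower. In females, endothelial cells (camera adjusted p = 5.41e-09) and fibroblasts (0.0334) passed as higher. Under fry none of these lists passed after adjustment. After median-of-ratios scaling, endothelial cells had 0.20 in males and 0.66 in females, and brown adipocytes -0.22 and 0.00. The muscle score ranged from 0.62 to 7.61 in male KO and from -0.21 to 5.98 in female WT libraries, so that the amount of muscle RNA differed widely between mice of one group.

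The sets named in the paper for one sex were also tested in the other. In males the mean log2 fold change was 0.16 for the TCA cycle, 0.24 for pyruvate metabolism, 0.10 for mitochondrial biogenesis, 0.15 for protein degradation and 0.19 for translation factors, none of which passed with camera, and 0.05 for ribosomal proteins, which was below the median of all genes (camera adjusted p = 0.00151). In females it was 0.19 for collagens, 0.37 for ECM genes, 0.18 for macrophage genes and 0.04 for the 3 neutrophil genes. Of these, only the ECM set passed with camera (adjusted p = 0.000167), and it did not pass under fry (adjusted p = 0.156). Of the genes in the male heatmap, 37 of 40 tested in females changed in the same direction (18 at an unadjusted p under 0.05), and of those in the female heatmap 40 of 45 in males (16 at an unadjusted p under 0.05).

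Several genes of fatty acid synthesis had log2 fold changes of opposite sign in the sexes. The difference of the log2 fold changes, male minus female, was 2.32 for *Me1* (adjusted p = 0.216), 2.57 for *Acaca* (0.218), 2.61 for *Fasn* (0.224), 1.44 for *Pnpla3* (0.268) and 1.17 for *Elovl6* (0.279), and none passed after adjustment. In females *Acaca* had -1.92 and *Elovl6* -0.76 (exact permutation test, p = 0.0286 each). These falls differ from the paper, which lists qPCR primers for both genes and reports lipid metabolism genes as unchanged in female KO BAT. It also reports unchanged protein levels of enzymes of de novo lipogenesis there. The genes with the smallest p for this difference were *Vmn2r-ps54* (2.84), *Hk1* (1.14), *Lrrc25*, *Prkci* and *Tk1*, each with an adjusted p of 0.216. *Hk1* rose in males (0.75) and fell in females (-0.38), as did *Prkci* (0.25 and -0.54).

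Further genes that the paper measured by qPCR had these KO to WT ratios of mean TPM in males and females: *Adgre1* 1.89 and 0.834, *Esr1* 0.566 and 0.978, *Prdm16* 1.19 and 0.979, *Dio2* 0.865 and 2.06, *Ppargc1a* 0.794 and 1.41, *Cpt1b* 1.13 and 1.07, *Acadl* 1.02 and 0.932, *Acadm* 1.09 and 0.79, *Hadha* 1.29 and 0.809, *Dgat1* 0.847 and 1.6, and *Ucp1* 1.02 and 1.2. None of these passed an adjusted p of 0.05 in either sex. The exact permutation p of *Esr1* was 0.0571 in males and 0.771 in females.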
